# A Myt1 family transcription factor defines neuronal fate by repressing non-neuronal genes

**DOI:** 10.7554/eLife.46703

**Published:** 2019-08-06

**Authors:** Joo Lee, Caitlin A Taylor, Kristopher M Barnes, Ao Shen, Emerson V Stewart, Allison Chen, Yang K Xiang, Zhirong Bao, Kang Shen

**Keywords:** ZTF-11, Myt1, neurogenesis, MuvB complex, transcriptional repression, neuronal differentiation, *C. elegans*

## Abstract

Cellular differentiation requires both activation of target cell transcriptional programs and repression of non-target cell programs. The Myt1 family of zinc finger transcription factors contributes to fibroblast to neuron reprogramming in vitro. Here, we show that *ztf-11* (*Z*inc-finger *T*ranscription *F*actor-11), the sole *Caenorhabditis elegans* Myt1 homolog, is required for neurogenesis in multiple neuronal lineages from previously differentiated epithelial cells, including a neuron generated by a developmental epithelial-to-neuronal transdifferentiation event. *ztf-11* is exclusively expressed in all neuronal precursors with remarkable specificity at single-cell resolution. Loss of *ztf-11* leads to upregulation of non-neuronal genes and reduced neurogenesis. Ectopic expression of *ztf-11* in epidermal lineages is sufficient to produce additional neurons. ZTF-11 functions together with the MuvB corepressor complex to suppress the activation of non-neuronal genes in neurons. These results dovetail with the ability of Myt1l (Myt1-like) to drive neuronal transdifferentiation in vitro in vertebrate systems. Together, we identified an evolutionarily conserved mechanism to specify neuronal cell fate by repressing non-neuronal genes.

## eLife digest

The human body contains many cell types that each have different job and can look very different from each other. However, each of the cells in an individual’s body contains almost exactly the same genes, because all of them share the same DNA inherited from the individual’s parents. Cells therefore become different from one another by controlling the activity of sets of genes. They do this by using proteins called transcription factors, which find specific genes and turn them either on or off.

Nerve cells or neurons form and develop in a process called neurogenesis. During neurogenesis, some genes including those specific to neurons need to be switched on while other non-neuronal genes need to be switched off. The “off-switch” is particularly important when neurons are generated by conversion from skin cells, which sometimes happens in animals. Before these cells can become mature nerve cells, they require transcription factors to ensure that skin-specific genes are off.

The transcription factors turning on nerve cell-specific genes are well-understood, but far less is known about those that turn off other genes. Lee et al. therefore set out to search for transcription factors that might switch off non-neuronal genes during neurogenesis and focused on one transcription factor that is known to be important for the development of nerve cells in a variety of animal species.

Experiments using the worm *C. elegans* revealed that this transcription factor – called ZTF-11 in worms – was present in all cells destined to be nerve cells, but not in cells that would assume other roles. These experiments are possible with *C. elegans* because the final role, or ‘fate’, of each cell in the body are already known, all the way from the fertilized egg to the adult.

Further work, using genetically engineered worms revealed that ZTF-11 worked by turning off genes that are related to the development of non-nerve cells. Deleting the gene for ZTF-11 in immature nerve cells allowed these cells to turn on different sets of genes and resulted in adult worms with fewer mature nerve cells than normal worms. On the other hand, forcing other cell types (which would not normally become part of the nervous system) to produce ZTF-11 was sufficient to convert them into nerve cells.

These results are an important step forward in understanding how nerve cells are built in the developing body, especially how nerve cells can be made from other cell types. In the future, this knowledge could be used to help people with diseases of the nervous system, such as Parkinson’s disease.

## Introduction

Transcriptional repressors such as RE1-silencing transcription factor (REST) and Hairy/Enhancer of Split (Hes) repress neuronal genes in non-neuronal cells (Ballas et al., 2005; Chen et al., 1998; Chong et al., 1995; Grill et al., 2012; Ishibashi et al., 1995; Ohsako et al., 1994; Schoenherr and Anderson, 1995). However, it is unknown whether transcriptional repressors of non-neuronal genes are required in neuronal precursors to specify neuronal fate during development. The Myt1 family of C2HC-type zinc finger transcription factors contributes to fibroblast to neuron reprogramming in vitro by repressing Notch signaling (Bellefroid et al., 1996; Mall et al., 2017; Vasconcelos et al., 2016; Vierbuchen et al., 2010). The Myt1 family factors were first shown to regulate neurogenesis in *Xenopus* gastrula embryos, where X-MyT1 is expressed in neuronal precursors along with classical proneural genes (Bellefroid et al., 1996). Mammalian Myt1 family proteins, Myt1, Myt1l, and St18, are also highly expressed in developing nervous systems and are required for proper migration of neuronal precursors into the subventricular zone and cortical plate (Mall et al., 2017; Vasconcelos et al., 2016). Myt1 transcriptionally represses Notch signaling, primarily by repressing the transcription factor Hes1, which inhibits neuronal cell fate (Mall et al., 2017; Vasconcelos et al., 2016). The ability of Notch intracellular domain to repress neurogenesis is neutralized by overexpression of Myt1 family proteins (Bellefroid et al., 1996; Mall et al., 2017). Based on these results, it has been proposed that Myt1 family proteins counteract lateral inhibition and subsequently commit neuronal progenitors to terminal differentiation.

Recent in vitro studies showed that Myt1l, together with the proneural gene Ascl1 and the neuronal transcription factor Brn2, are sufficient to induce transdifferentiation (TD) into neurons from various cell types (Masserdotti et al., 2016; Vierbuchen et al., 2010; Wapinski et al., 2013). Interestingly, a number of non-neuronal mouse embryonic fibroblast (MEF) signature genes were also found to be repressed by Myt1l during neuronal transdifferentiation. Furthermore, co-expression of Myt1l reduced efficiency of MyoD-induced myocyte differentiation in vitro (Mall et al., 2017). Consistent with a role for Mytl1 in transcriptional repression during neuronal transdifferentiation, Myt1l was found to be associated with transcriptional corepressor complexes, including the Sin3 histone deacetylase complex (Sin3-HDAC), to mediate repression of non-neuronal genes (Romm et al., 2005). Redundancy between Myt1 family proteins has prevented mouse models from providing insight into the developmental functions of Myt1 (Wang et al., 2007). As a result, the in vivo functions of Myt1 family proteins during development remain poorly understood.

In *C. elegans*, ZTF-11 is the sole Myt1 family homolog containing the characteristic C2HC zinc finger domains. The DNA-binding zinc finger domains of ZTF-11 exhibit a high degree of conservation in amino acid sequence compared to other Myt1 family members (Figure 1—figure supplement 1). Both ZTF-11 and vertebrate Myt1 family proteins recognize the same consensus sequence (AAGTT) in vitro (Mall et al., 2017; Narasimhan et al., 2015; Vasconcelos et al., 2016). Apart from the zinc finger domains, ZTF-11 and other Myt1 family proteins are poorly conserved in sequence, including regions that interact with the Sin-3-HDAC complex (Mall et al., 2017; Romm et al., 2005) (Figure 1—figure supplement 1).

Here, we demonstrate that a Myt1 family protein is required for in vivo developmental neurogenesis of specific lineages as well as transdifferentiation by characterizing the in vivo functions of *ztf-11*. We found that ZTF-11 is expressed exclusively in neuronal precursors at single-cell resolution during embryonic and postembryonic neurogenesis. Remarkably, ZTF-11 is required for epithelial-to-neuronal transdifferentiation during *C. elegans* development, suggesting that in vivo transdifferentiation utilizes genetic programs similar to those required for neuronal reprogramming in vitro. We also found that ZTF-11 is necessary and sufficient for postembryonic neurogenesis from a non-neuronal precursor. In these lineages, we show that *ztf-11* represses expression of non-neuronal genes to allow establishment of neuronal identity. Unexpectedly, *ztf-11* does not function as a repressor of the Hes1 ortholog *lin-22* in this context. Instead, our genetic data support the model that ZTF-11 acts downstream of Hes1 to promote neuronal differentiation. We further show that ZTF-11 mediates transcriptional repression through directly binding to MuvB co-repressor complex, but not the Sin3-HDAC complex. Taken together, our results indicate that neurogenesis requires repression of non-neuronal programs by Myt1 family proteins in addition to activation of neuronal programs.

## Results

### Myt1 family homolog ZTF-11 is expressed in neural precursors

To investigate the role of *ztf-11* in development, we first examined the expression pattern of ZTF-11 by endogenously tagging *ztf-11* with a C-terminal GFP via CRISPR/Cas9 genome editing. To facilitate *Cre* recombinase-mediated conditional knock-outs, we used the same approach to insert two loxP sites in the first intron and 3’UTR of *ztf-11::gfp* (Figure 1A). Insertion of GFP and loxP sites in the *ztf-11* locus did not yield any overt phenotypes. In comparison, a deletion spanning one of two zinc-finger domains (*tm2315*), which likely abolished DNA binding, was homozygous lethal and produced severely paralyzed, developmentally arrested L1 larvae when maintained with the hT2 balancer chromosome (data not shown). As expected, we found that ZTF-11::GFP fluorescence was predominantly localized to nuclei (Figure 1B).

**Figure 1.**
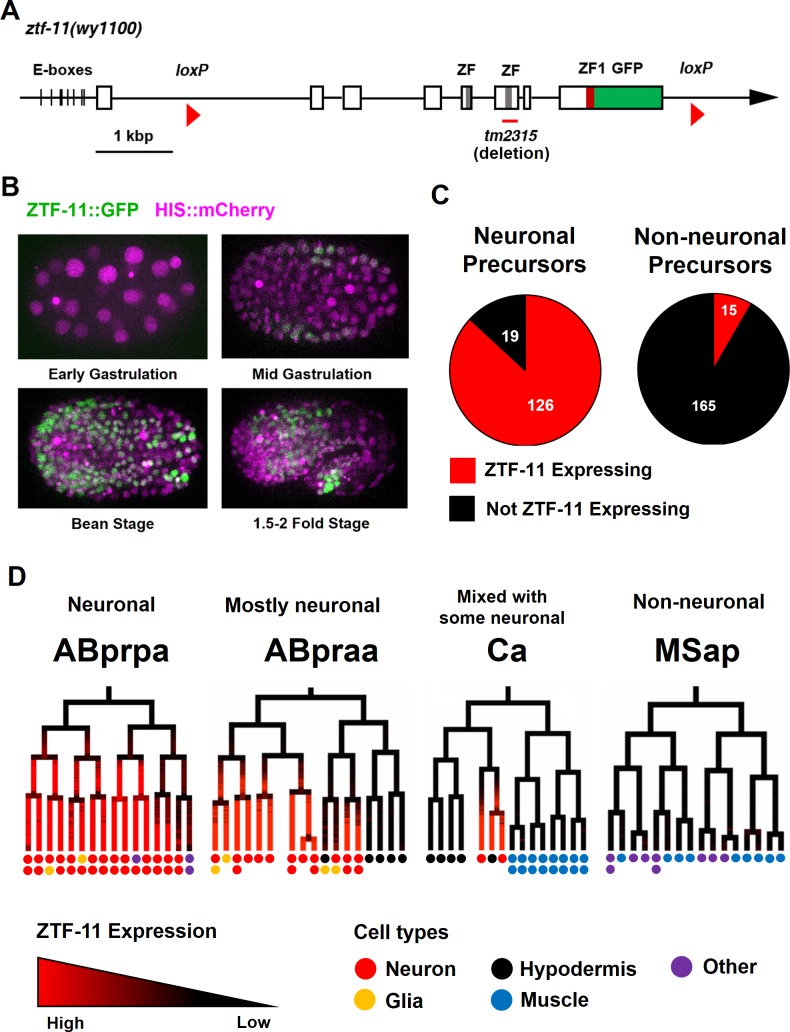
Myt1 family homolog ZTF-11 is expressed in neuronal precursors. (**A**) Schematic showing *ztf-11::gfp (wy1100)*. ZF, C2HC zinc-finger domain. ZF1, ZF1 zinc-finger domain. Magenta line underneath the second ZF denotes the area deleted in *tm2315*. See also Figure 1—figure supplement 1 for evolutionary conservation of Myt1 family proteins. (**B**) ZTF-11::GFP expression in neuronal precursor populations during embryogenesis. Also see Video 1. (**C**) Quantification of ZTF-11::GFP expressing cells in neuronal precursors and non-neuronal precursors at 350 cell stage. A neuronal precursor was defined by any cells giving rise to non-pharyngeal neurons. (**D**) Selected lineage diagrams showing correlation between ZTF-11::GFP expression and terminal cell fates in selected sub-lineages. Each dot under the line represents the ultimate cellular fate. In many cases, cells undergo additional round of cell division past automated lineage tracing and result in two daughter cells (indicated by two dots under each line). See also Supplementary file 1 for full lineage diagram with ZTF-11::GFP expression and their terminal fates.

**Figure 1—figure supplement 1.**
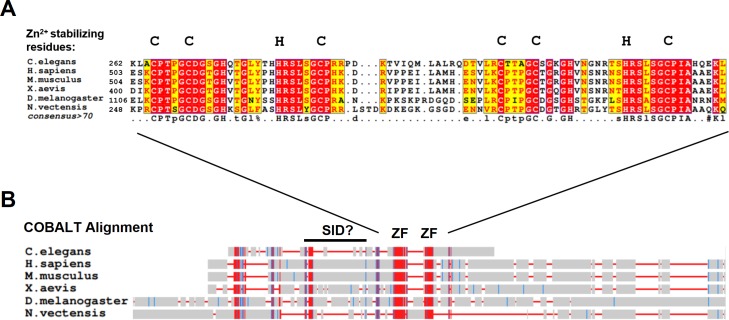
Myt1 family proteins share conserved C2HC zinc-finger domains. (**A**) Amino acid conservation of C2HC zinc-finger domains from representative Myt1 family proteins. Identical amino acid are in red and conserved amino acids are in yellow. Note the zinc ion stabilizing residues that define C2HC zinc-finger. Alignment was generated using T-Coffee and visualized by ESPript. (**B**) Constraint-based Multiple Alignment (COBALT) of representative Myt1 family proteins. Strongly conserved regions are in red, weakly conserved regions are in blue, and non-conserved regions are in gray.

**Figure 1—figure supplement 2.**
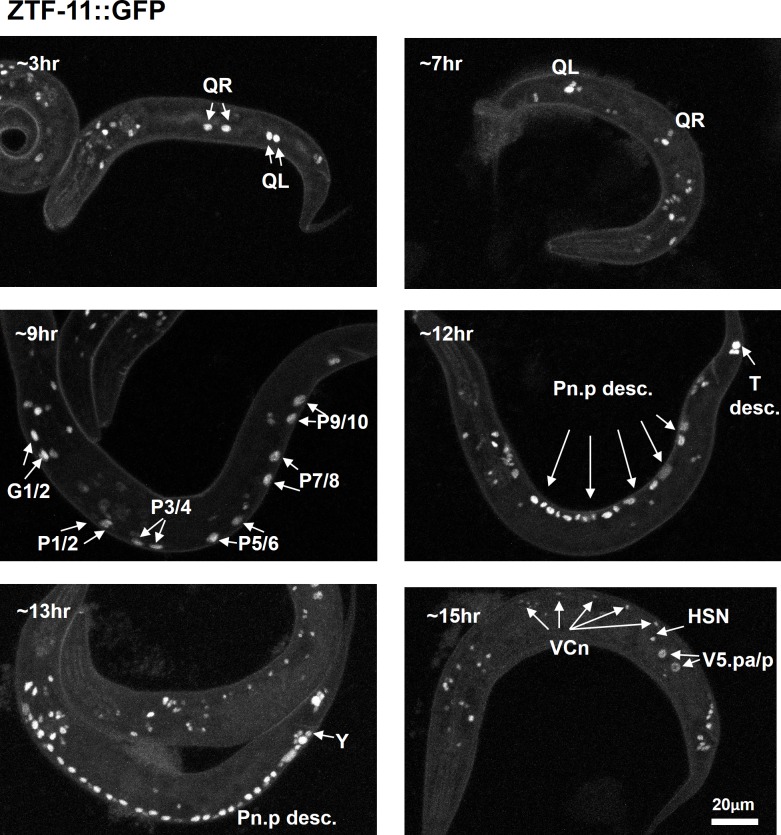
ZTF-11 is expressed in postembryonic neuroectoblasts. Representative confocal images of endogenous ZTF-11 expression during early larval development. Cells were identified based on lineage and position.

Myt1 family transcription factors have been shown to be expressed early in neural precursors in the neural plate of *Xenopus* gastrula embryos and the developing CNS of rat embryos (Bellefroid et al., 1996; Kim et al., 1997). As with vertebrate orthologs, we found that ZTF-11::GFP is expressed in neural precursors starting in the mid-gastrula embryo (~100-cell stage) (Figure 1B and Video 1). ZTF-11::GFP expression was strongest during the late gastrula to lima-bean embryonic stages, coinciding with the birth of most embryonically generated neurons. ZTF-11::GFP expression became weaker in subsequent stages of embryogenesis. Around the time of hatching, ZTF-11::GFP could only be detected in a small number of neuronal nuclei. Post-embryonic ZTF-11::GFP expression showed a similar pattern; ZTF-11::GFP expression was transiently observed in postembryonic neuroectoblasts, such as Pn, Q, and V5 cells, but was quickly extinguished in postmitotic neurons (Figure 1—figure supplement 2). Together, these data suggest that ZTF-11 is transiently expressed in neuronal precursors and postmitotic neurons.

**Video 1.** ZTF-11 expression in developing *C. elegans* embryo.

We next performed embryonic lineage tracing with 4-D microscopy to further characterize *ztf-11* expression with single-cell resolution. The invariant cell division patterns during embryogenesis made it possible to reliably track cell lineage with a nuclear marker (Bao et al., 2006; Sulston et al., 1983). Examining ZTF-11::GFP fluorescence throughout embryonic development, we found that *ztf-11* is expressed in the vast majority of lineages that generate neurons but is rarely expressed in lineages that do not produce neurons (Figure 1C, also see Supplementary file 1 for full lineage diagram). At the 350-cell stage, 126 of 145 (87%) neuronal precursor cells expressed ZTF-11::GFP. All six neuroectoblasts (P7/8, P5/6, and P3/4) that did not express ZTF-11 at the 350-cell stage showed postembryonic expression of ZTF-11. In contrast, only 15 of 195 (7%) non-neuronal precursor cells expressed ZTF-11::GFP. In *C. elegans*, the majority of neurons are generated from the neuroectodermal AB lineage, while a small number of neurons are produced by other lineages (Sulston et al., 1983). Strong correlations between *ztf-11* expression and neuronal cell fate were evident in all branches of the lineages at single-cell resolution (Figure 1D). These observations suggest that ZTF-11 plays a broad role in neurogenesis.

### ZTF-11 is a direct transcriptional target of proneural bHLH genes

The expression pattern of the Myt1 family proteins closely follows proneural bHLH (*b*asic *h*elix-*l*oop-*h*elix) genes in vertebrate systems (Bellefroid et al., 1996; Kim et al., 1997). The vertebrate Myt1 family proteins are direct transcriptional targets of proneural genes, including Ascl1 (Mall et al., 2017; Vasconcelos et al., 2016; Wapinski et al., 2013). *C. elegans* proneural genes are conserved through evolution and act as master regulators of neurogenesis. These proneural genes are expressed in neuronal precursors and differentiating neurons (Frank et al., 2003; Hallam et al., 2000; Murray et al., 2012; Zhao and Emmons, 1995). To investigate whether neural precursor-specific expression of ZTF-11 was directly controlled by proneural genes in *C. elegans*, we first asked whether proneural genes are required for ZTF-11 expression.

All *C. elegans* proneural genes, including HLH-3/Achaete-Scute, LIN-32/Atonal, NGN-1/neurogenin, and CND-1/NeuroD, form heterodimers with HLH-2/Daughterless and bind to canonical E-boxes (CANNTG) to regulate transcription of target genes (Grove et al., 2009). We tested whether *hlh-2* functions with proneural genes to regulate *ztf-11* expression. Since *hlh-2* is linked to *ztf-11*, we constructed a *ztf-11* transcriptional reporter fusion by placing the *ztf-11* promoter upstream of Histone::GFP (HIS::GFP) and confirmed that the transcriptional reporter reproduces the endogenous expression pattern of ZTF-11 (Figure 2—figure supplement 1). We found that hypomorphic *hlh-2(tm1768)* mutant showed a strong reduction of *ztf-11* transcriptional reporter signal (78%) in comparison to wild type (Figure 2A), suggesting that *hlh-2* is required for proper expression of *ztf-11*. In contrast to the essential *hlh-2*, the proneural dimer partners of HLH-2 are redundantly expressed at early stages of neuronal development (Grove et al., 2009; Murray et al., 2012). Consistent with this redundancy, endogenous ZTF-11::GFP expression was largely unperturbed in single mutants of *hlh-3(ot354)*, *cnd-1(ju29)* or *ngn-1(ok2200)* (data not shown). We found that *lin-32(n372)* mutant showed loss of ZTF-11 expression in the postembryonic postdeirid lineage, where LIN-32 functions to generate sensory neurons (Figure 8A).

**Figure 2.**
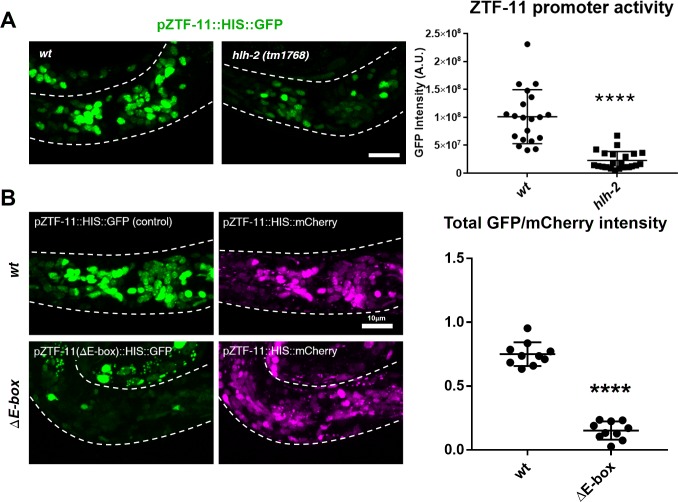
ZTF-11 is a direct transcriptional target of proneural bHLH genes. (**A**) *ztf-11* transcriptional reporter expression in head neurons is strongly decreased in E/daughterless homolog *hlh-2(tm1768)* hypomorphic mutant. Left, representative confocal images of *ztf-11* transcriptional reporter in *wt* or *hlh-2*. Synchronized early L1 animals were used in the experiment. Right, transcriptional activity was measured in total GFP intensity within each animal’s head (white dashed outlines), *n* = 20 and 22, respectively. Error bars, S.D. ****p<0.0005, Student’s t-test two-tailed. See Figure 2—source data 1 for numerical data. (**B**) E-boxes are required for ZTF-11 transcriptional reporter expression. wt, wild-type *ztf-11* promoter driving GFP and mCherry reporters. ΔE-box, 8 E-box sequences (CANNTG) nearest to *ztf-11* tss were mutated to *AC*nn*A*G for GFP driving promoter, mCherry expression is under wild-type *ztf-11* promoter as expression level control. Synchronized early L1 animals were used in the experiment. Left, representative confocal images. Right, relative intensities between GFP and mCherry within each animal’s head (white dashed outlines) were quantified. *n* = 10 each. Error bars, S.E.M. **p<0.05, Student’s t-test two-tailed. See Figure 2—source data 2 for numerical data. 10.7554/eLife.46703.009Figure 2—source data 1.Raw fluorescence intensity values of ZTF-11 transcriptional reporter in wild-type or *hlh-2(tm1768) *﻿animals. 10.7554/eLife.46703.010Figure 2—source data 2.Normalized fluorescence intensity values of wild-type or *∆E-box* transcriptional reporters.

**Figure 2—figure supplement 1.**
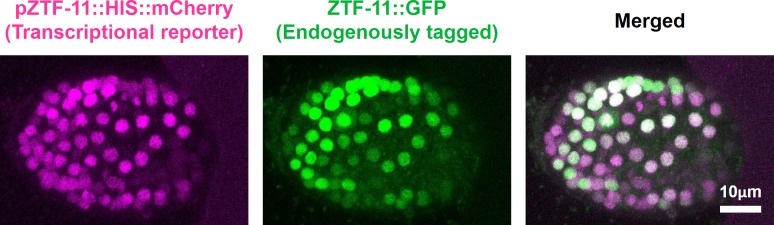
Expression pattern of ZTF-11 transcriptional reporter. ZTF-11 transcriptional reporter (magenta) colocalizes with endogenous ZTF-11::GFP (green) in the embryo. Control ZTF-11 promoter fusion construct used in Figure 2 was used to generate ZTF-11 transcriptional reporter.

Furthermore, we identified multiple canonical E-box sequences upstream of the *ztf-11* coding region (Figures 1A and 2B). Mutating these E-box sequences (CANNTG to *AC*NN*A*G) (*∆E-box*) caused a severe reduction (79%) of *∆E-box* reporter signal compared to wild-type reporter (Figure 2B). These results are consistent with findings in vertebrates and suggest that proneural genes and HLH-2 together activate the expression of *ztf-11* in neuronal precursors through the E-boxes in the *ztf-11* promoter.

### ZTF-11 is required for epithelial-to-neuronal transdifferentiation in vivo

We next investigated the requirement of *ztf-11* for neuronal fate determination in three contexts: in vivo transdifferentiation, postembryonic neurogenesis, and embryonic neurogenesis. An epithelial-to-neuronal transdifferentiation event occurs invariantly during normal *C. elegans* development (Jarriault et al., 2008), providing a model for investigating genetic pathways involved in neuronal transdifferentiation in vivo. The rectal epithelial Y cell undergoes an epithelial-to-neuronal transdifferentiation event to form the motor neuron PDA in a stepwise process; epithelial identity is first lost and neuronal identity is subsequently acquired (Jarriault et al., 2008; White et al., 1986) (Figure 3A). At the L1 stage, the Y cell is part of the rectal epithelium. During the L2 stage, the Y cell gradually loses its epithelial fate (Y.0) while migrating anteriorly and gaining neuronal markers (Y.1). In the L3 stage, the Y cell becomes the PDA neuron and extends an axon while the P12.pa cell replaces the Y cell in the anal epithelium (Jarriault et al., 2008; Sulston and Horvitz, 1977; White et al., 1986) (Figure 3A–B).

**Figure 3.**
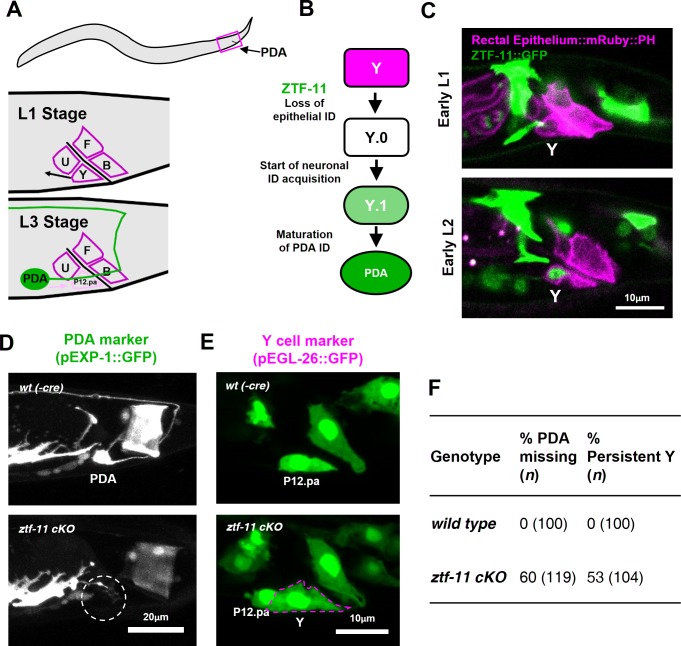
ZTF-11 is required for epithelial-to-neuronal transdifferentiation in vivo. (**A**) PDA neuron, located in preanal ganglion, arises from stereotyped transdifferentiation of rectal epithelial cell Y. (**B**) Schematic diagram of Y-to-PDA transdifferentiation event. Rectal epithelium Y cell withdraws from its rectal niche starting late L1 and loses epithelial markers to yield an intermediate cell (Y.0). During L2, Y gains neuronal markers and morphology (Y.1) to become mature PDA in L3. Meanwhile, P12.pa cell take place of Y in the rectal epithelium. Letter color code; magenta (epithelial), green (neuronal) (**C**) Representative images of ZTF-11::GFP expression during Y-PDA transdifferentiation. Rectal epithelium was labeled with *egl-26* marker (magenta, rectal epithelium::mRuby::PH). (**D**) PDA marker, *exp-1*, expression in wild type (*wt(-Cre)*) or *ztf-11* conditional knock-out (*ztf-11 cKO*). Dashed circle indicates the position of PDA cell body. (**E**) Y cell marker, *egl-26*, expression in wild type (*wt(-Cre)*) or *ztf-11* conditional knock-out (*ztf-11 cKO*). Magenta dashed line outlines the retained Y cell. See also Figure 3—figure supplement 1 for exclusivity between PDA marker (*cog-1*) and rectal epithelium marker (*col-34*). (**F**) Quantification of PDA marker (*exp-1*) loss (from D) and Y marker retention (from E) phenotypes.

**Figure 3—figure supplement 1.**
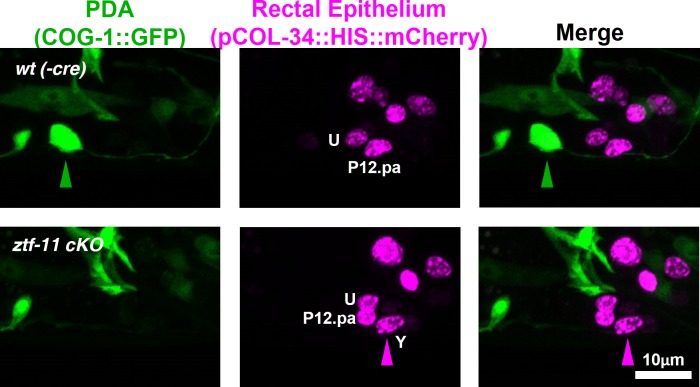
Rectal epithelial and neuronal fates are mutually exclusive during transdifferentiation. PDA (*cog-1*) and rectal epithelium (*col-34*) markers are shown in wild type (without Cre recombinase expression) or conditional knock-out (Cre expression in Y cell) mutant. Green arrows, PDA. Magenta Arrows, retained Y cell. Note that P12.pa cell, which replaces Y in wild type, fails to localize to its rectal niche.

We first asked whether ZTF-11 functions during the Y-PDA transdifferentiation event. Using the endogenously-tagged ZTF-11::GFP, we found that *ztf-11* was expressed in the Y cell in early L2 animals at the start of the transdifferentiation process (Figure 3C). ZTF-11 expression coincided with the initial withdrawal of the Y cell from the rectum, suggesting that ZTF-11 may mediate the early dedifferentiation step of transdifferentiation (Y.0). We next asked if *ztf-11* is required for transdifferentiation by generating a conditional deletion strain, in which we used *egl-26*::Cre to delete *ztf-11* from the Y cell in the postembryonic lineage. Conditional deletion of *ztf-11* in the Y cell led to the loss of PDA neuronal markers, including EXP-1 and COG-1, suggesting that PDA was not generated (Figure 3D,F, and Figure 3—figure supplement 1).

We next asked whether the transdifferentiation defect is due to a failure to eliminate epithelial identity or to acquire neuronal identity. We found that epithelial markers in the Y cell (EGL-26 and COL-34) persisted throughout development in *ztf-11 cKO* animals (Figure 3E and Figure 3—figure supplement 1). Moreover, the persistent Y cell in *ztf-11 cKO* animals retained its original rectal niche location and morphology during development (Figure 3E–F). These results argue that *ztf-11* functions to eliminate epithelial identity in the Y cell and allows for subsequent acquisition of neuronal PDA identity. This results are in accordance with Myt1l’s function in in vitro neuronal transdifferentiation (Mall et al., 2017; Vierbuchen et al., 2010). While mammalian models of in vivo neuronal transdifferentiation have not yet been described, Myt1 family factors may function as key evolutionarily conserved repressive factors in transdifferentiation events.

### ZTF-11 is required for loss of epithelial identity and subsequent neuronal differentiation in sensory organ development

Neurogenesis via developmental transdifferentiation is rare in the animal kingdom. Most neurons are generated through asymmetric cell divisions and quickly adopt a neuronal cell fate after mitosis. We next assessed *ztf-11*’s function in this more common cellular pathway of neurogenesis by studying a postembryonic neuronal lineage. The *C. elegans* postdeirid is a simple sensory organ comprised of two morphologically and functionally distinct sensory neurons, PVD and PDE, and a pair of sheath (PDEsh) and socket (PDEso) glia that support the PDE sensory dendrite (White et al., 1986). These four cells are born postembryonically from the V5 seam cell, which forms part of the lateral epidermis (Figure 4A–B and Figure 4—figure supplement 2A–B). Unlike V5 or tail T lineages, parallel lateral epidermal seam cells of V lineages (V1-4 and V6) do not give rise to any neural progeny (Sulston and Horvitz, 1977). Previous genetic studies have identified mutations in *lin-32,* the homolog of *Drosophila atonal* and mammalian Atoh1, which cause the V5 lineage to lose postdeirid neuroblast cell fate and instead to adopt a V1-4-like cell fate, establishing LIN-32 as the master regulator of postdeirid development (Kenyon, 1986; Zhao and Emmons, 1995). It is interesting to note that homologs of the *atonal* family of proneural bHLH factors function in the development of various mechanosensory modalities, including mammalian inner ear hair cells (Bermingham et al., 1999), *Drosophila* chordotonal organs (Jarman et al., 1993), and the *C. elegans* postdeirid and male sensory rays (Zhao and Emmons, 1995), suggesting that atonal family bHLH genes drive a conserved genetic program.

**Figure 4.**
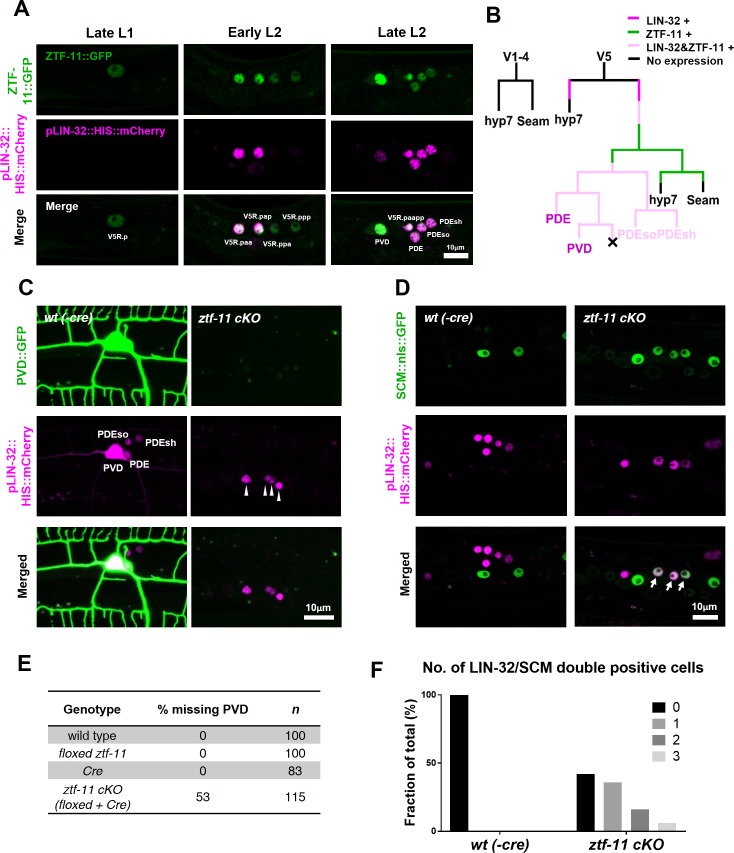
ZTF-11 is required for loss of epithelial identity and subsequent neuronal differentiation in sensory organ development. (**A**) *ztf-11* and *lin-32* are expressed during postdeirid development. Both genes are expressed throughout postdeirid neuroblast (V5.pa) divisions to yield two neuron and two glia. See also Figure 4—figure supplement 1 for full sequence of *ztf-11* and *lin-32* expression during postdeirid development. (**B**) V lineage diagram showing cell divisions resulting in postdeirid neurogenesis during L2 larval development. In contrast to V1-4, V5 dynamically expresses ZTF-11 and LIN-32 during neurogenesis. V5 and other seams cells undergo asymmetric cell divisions where the posterior daughters remain as seam cells and the anterior daughters join the epidermal syncytium (hyp7). Line colors denote expression of *lin-32* or *ztf-11*. Letter color code; black (epithelial), magenta (neuronal), pink (glial). (**C**) PVD marker, *ser-2*, expression in wild type (*wt(-Cre)*) or *ztf-11* conditional knock-out (*ztf-11 cKO*). Note that *lin-32*-expressing nuclei are still present, suggesting that postdeirid cells are born, but fails to adopt neuronal fate. (**D**) Seam cell marker, *scm* (wIs78), expression in wild-type expression in wild type (*wt(-Cre)*) or *ztf-11* conditional knock-out (*ztf-11 cKO*). For C and D, postdeirid cells are labeled with *lin-32* marker. (**E**) Quantification of missing PVD phenotype from C. (**F**) Quantification of seam cell fate retention phenotype. *n* = 50 for each genotype. See Figure 4—source data 1 for numerical data. 10.7554/eLife.46703.016Figure 4—source data 1.Number of cell nuclei expressing both LIN-32 and SCM fate markers. 10.7554/eLife.46703.017Figure 4—source data 2.Raw fluorescence intensity values of floxed ZTF-11::GFP in wild-type(*-cre*) or *ztf-11 cKO* animals.

**Figure 4—figure supplement 1.**
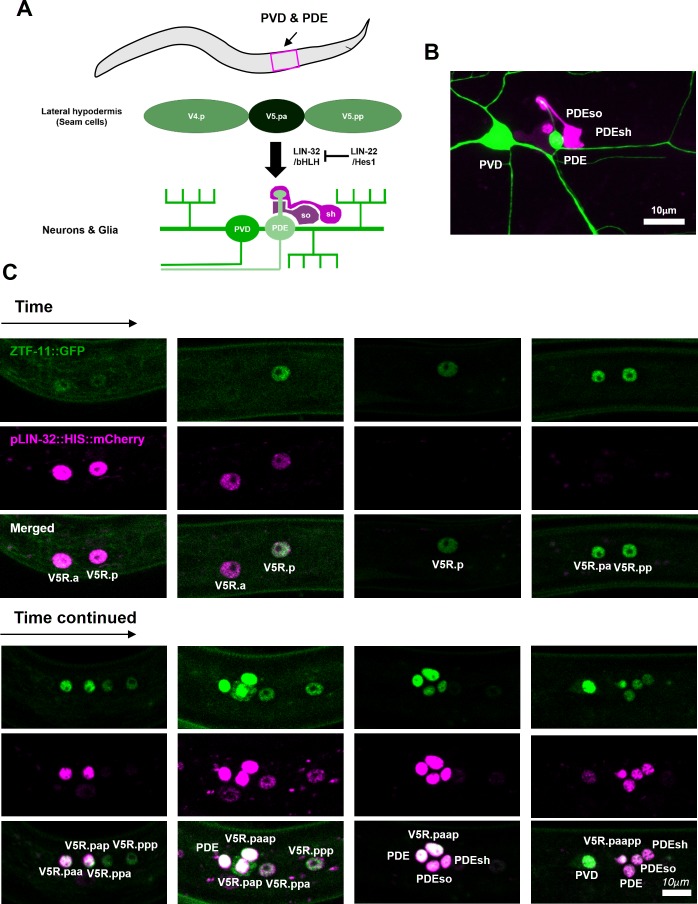
ZTF-11 functions in an epithelial precursor to promote development of a simple sensory organ. (**A**) Schematic illustration of postdeirid development. A precursor from V5 seam cell lineage gives rise to two neurons and two glia driven by Atoh1 homolog *lin-32*. (**B**) Representative confocal image of postdeirid. Two neurons (PVD and PDE) and two glia (PDEso and PDEsh) are labeled by *ser-2* (green) and *ram-5* (magenta) markers, respectively. (**C**) Representative confocal images of postdeirid development showing every cell divisions and expression of LIN-32 and ZTF-11 in each cells.

**Figure 4—figure supplement 2.**
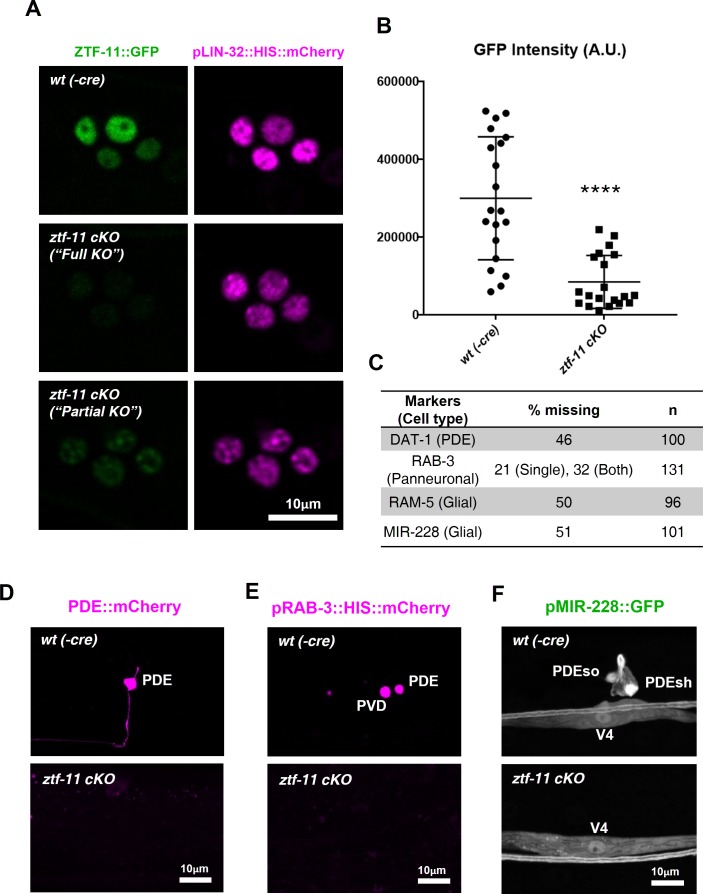
Neuronal and glial cell fates are lost in *ztf-11* conditional knock-out. (**A**) Representative images of *ztf-11* conditional knockout by Cre-lox system. (**B**) Efficiency of conditional knock-out were quantified by GFP intensity in four postdeirid cells during ‘rosette stage’, composed of PDE, PDEso, PDEsh, and PVD mother cell. *n* = 20 each. Error bars, S.D. Student’s t-test, two tailed, ****p<0.0005 (**C**) Quantification of respective cell fate marker from D-F. For *rab-3* marker, often only one cell lost its expression (categorized as ‘single’). (**D**) Representative confocal image of PDE marker, *dat-1*, expression in wild type (*wt(-Cre)*) or *ztf-11* conditional knock-out (*ztf-11 cKO*). (**E**) Representative confocal image of pan-neuronal marker, *rab-3*, expression in wild type (*wt(-Cre)*) or *ztf-11* conditional knock-out (*ztf-11 cKO*). (**F**) Representative confocal image of glial marker, *mir-228*, expression in wild type (*wt(-Cre)*) or *ztf-11* conditional knock-out (*ztf-11 cKO*). Note that *mir-228* expression is only lost in PDEso and PDEsh but not in seam cell V4.

To investigate the expression pattern of ZTF-11 in V5 postdeirid lineage in detail, we followed the V5 lineage using two fluorescent markers, endogenously labeled ZTF-11::GFP and HIS:mCherry driven by the *lin-32* promoter. Starting from mid L1, ZTF-11::GFP was observed in the posterior daughter cell of V5, which gives rise to the neurons, but not in V1-4 nor in the anterior daughter of V5, which generate epidermal cells (hyp7) and seam cells. Within the V5 lineage, ZTF-11::GFP was maintained in neurons and glia but turned off in the non-neuronal precursors (Figure 4A–B and Figure 4—figure supplement 1C). Unexpectedly, the *lin-32* transcriptional reporter showed dynamic expression in the V5 lineage. *lin-32* expression was detected prior to expression of ZTF-11::GFP. However, *lin-32* could not be detected in late L1, while ZTF-11 expression was maintained throughout. *lin-32* reappeared again in the postdeirid neuroblast V5.pa, but not in epithelial sister V5.pp (Figure 4B and Figure 4—figure supplement 1C). While the significance of the *lin-32* expression dynamics remains unclear, both LIN-32 and subsequent ZTF-11 expression were correlated with neuronal and glial cell fate.

To investigate the role of ZTF-11 in postdeirid neurogenesis, we generated a seam cell-specific *ztf-11* conditional knock-out (cKO) by expressing Cre recombinase under the seam-cell-specific *nhr-81* promoter to excise the ZTF-11::GFP locus. To determine efficiency of the *ztf-11* cKO, we measured ZTF-11::GFP intensity in the postdeirid lineage. We found near complete loss of ZTF-11::GFP expression in 70% of cKO animals. However, 30% of cKO animals showed only partial knock-down that fell within the wild type range of ZTF-11 expression, likely due to perdurance of *ztf-11* mRNA or protein (Figure 4—figure supplement 1A–B). Partial penetrance observed in subsequent phenotypic analyses of *ztf-11* cKO was most likely attributable to these limitations of the cKO approach.

We first scored neuronal reporters to examine whether the postdeirid neurons, PVD and PDE, could adopt a neuronal fate in the absence of ZTF-11. We found that approximately 50% of PVD and PDE neurons had lost their neuronal fate, as reflected by loss of the respective cell-type-specific markers, *ser-2* and *dat-1*, as well as loss of the pan-neuronal *rab-3* marker (Figure 4C and E, and Figure 4—figure supplement 1C–E). Additionally, we found a similar loss of glial markers from the socket and sheath glia that function with the PDE neuron (Figure 4—figure supplement 1F), suggesting that ZTF-11 is also required for glial fate in the postdeirid lineage. The number of LIN-32-expressing V5 lineage cells was unchanged in *ztf-11 cKO* animals (Figure 4C–D), indicating that V5 lineage cells still undergo the stereotyped cell divisions that would generate neurons and glia in wild-type animals. This is in contrast to *lin-32* mutants, which do not go through postdeirid cell divisions, and instead exclusively adopt epithelial V1-4-like lineages (Kenyon, 1986; Zhao and Emmons, 1995).

Since the neurons and glia of the postdeirid originate from an epithelial precursor, proper differentiation into their terminal fate likely requires both the loss of epithelial identity and the acquisition of neuronal/glial identities, similar to transdifferentiation. In wild-type animals, the expression of the seam cell fate marker SCM::GFP is invariably lost in *lin-32*-positive postdeirid cells as they acquire neuronal/glial fate. Strikingly, in *ztf-11* cKO animals, we observed that some *lin-32*-positive postdeirid cells retained seam cell fate marker expression (Figure 4D and F), suggesting that *ztf-11* was required for the removal of epithelial identity preceding the acquisition of neuronal identity. These data are consistent with the notion that ZTF-11 plays a role in eliminating epithelial fate in differentiating V5 lineage cells.

### ZTF-11 is sufficient to generate neurons from epithelial cells by repressing epithelial identity

We next asked whether *ztf-11* was sufficient to produce neurons. We ectopically expressed ZTF-11 in non-neurogenic V1-4 seam cells where *ztf-11* is not normally expressed. Remarkably, we found that ectopic expression of ZTF-11 led to transformation into a neuronal lineage. In 45% of transgenic animals expressing ZTF-11 in seam cells, we found additional cells expressing the PVD cell marker anterior to the wild-type PVD (Figure 5A). In addition, ectopic PVD-like cells showed the characteristic ‘dendritic menorah’ morphology of PVD neurons (Albeg et al., 2011). The positions of the ectopic PVDs were consistent with positions of V1-4 seam cell precursors (Figure 5A–B). Similarly, additional PDE-like cells were identified based on the presence of the PDE cell marker and PDE morphology (Figure 5C–D). In contrast to the proneural activity of ZTF-11, additional glia-like cells could not be identified (Figure 5D), suggesting additional requirements for glia development.

**Figure 5.**
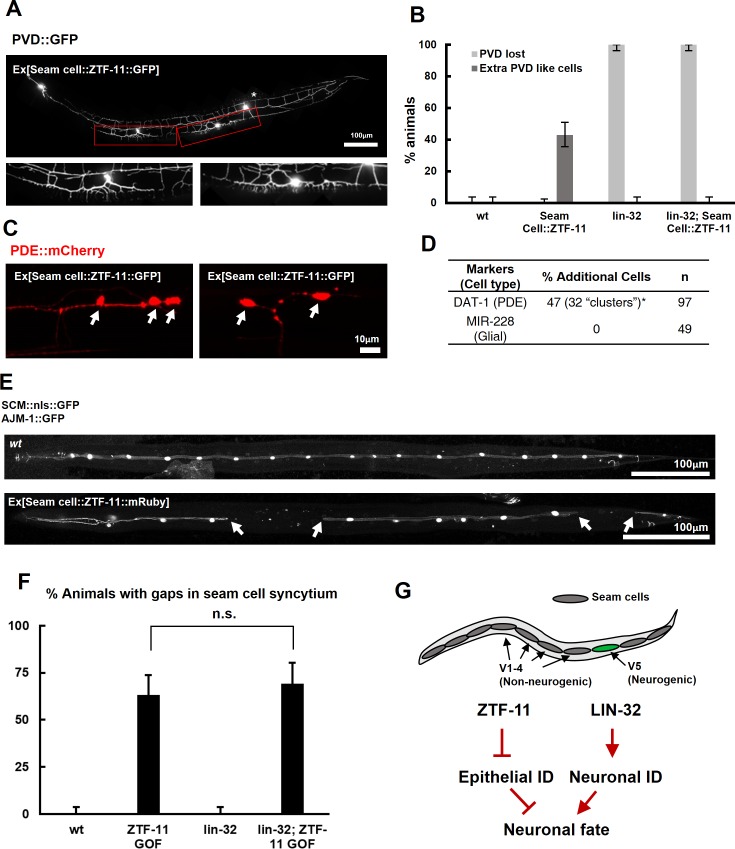
ZTF-11 is sufficient to generate neurons from epithelial cells by repressing epithelial identity. (**A**) Representative confocal image showing proneural activity of ZTF-11. ZTF-11 was expressed in seam cells resulting in epithelial seam cell lineages to produce PVD neuron-like cells. Red boxes, ZTF-11-induced PVD-like cells, zoomed in below images. Star, wild type PVD cell body. (**B**) Quantification of ZTF-11 proneural activity in wild type (wt) or *lin-32 (u282)* genetic background. *n* = 100, 158, 100, 100, respectively. Error bars are 95% Wilson-Brown C.I. See Figure 5—source data 1 for numerical data. (**C**) Confocal images of ZTF-11 induced PDE-like cells (white arrows) from epithelial seam cell images. ‘Clusters’ multiple PDE-like cells were often found in close proximity (>100 μm). (**D**) Quantification of ZTF-11 proneural or proglial activities based on PDE marker or glial markers. (**E**) Representative confocal images showing seam cell identity repression by ZTF-11. ZTF-11 was expressed in seam cells resulting in repression of seam cell identities. Number of SCM-positive seam cell nuclei was reduced. Gaps in seam cell syncytium are visible with apical junction marker, *ajm-1*. (**F**) Quantification of seam cell syncytium gaps in wild type (wt) or *lin-32 (u282)* genetic backgrounds. Error bars are 95% Wilson-Brown C.I. *n* = 100, 111, 100, 93, respectively. n.s., p>0.05, binomial test. See Figure 5—source data 2 for numerical data. (**G**) ZTF-11 and LIN-32 function in parallel to repress epithelial identity and activate neuronal identity in V5 lineage to produce postdeirid cells. 10.7554/eLife.46703.020Figure 5—source data 1.Number of counted animals of each genotype with associated phenotypes. 10.7554/eLife.46703.021Figure 5—source data 2.Number of counted animals of each genotype with associated phenotypes. 10.7554/eLife.46703.022Figure 5—source data 3.Raw counts of cells counted with associated phenotypes.

**Figure 5—figure supplement 1.**
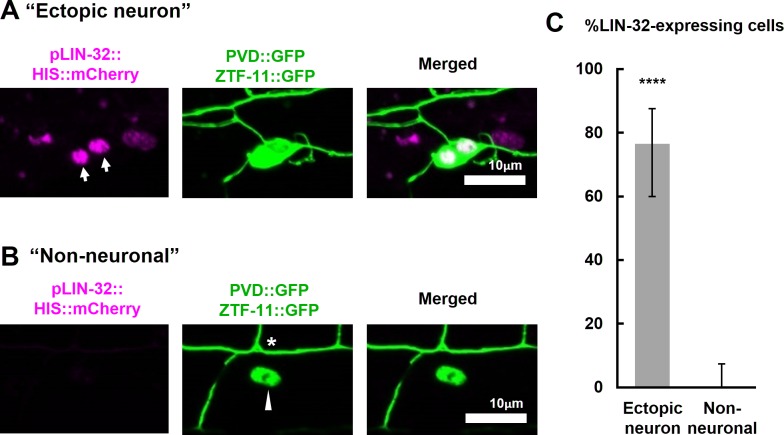
ZTF-11-induced ectopic neurons, but not non-neuronal cells, express LIN-32. (**A**) Expression of LIN-32 transcriptional reporter in ZTF-11-induced ectopic neurons. Ectopic neurons were defined as ectopic PVD::GFP expressing cells extending neurite-like processes as shown here. Arrows, LIN-32-positive ectopic neuronal nuclei. (**B**) Expression of LIN-32 transcriptional reporter in ZTF-11-expressing non-neuronal cells. ZTF-11-expressing non-neuronal cells were defined as cells expressing nuclear ZTF-11::GFP but not PVD::GFP marker. Arrowhead, non-neuronal ZTF-11::GFP-expressing cell. Asterisk, dendrite from PVD, note that this PVD::GFP-labeled neurite is not emanating from the non-neuronal cell. (**C**) Quantification of LIN-32 expressing cells in ectopic neurons (**A**) or non-neuronal cells (**B**). *n* = 26, 56 cells, respectively. Error bars, 95% Wilson-Brown C.I. Binomial test, ****p<0.0001. See Figure 5—source data 3 for numerical data.

Our genetic data suggested that ZTF-11 is required to eliminate epithelial identity in developing neurons and glial cells. We next asked whether *ztf-11* is sufficient to eliminate epithelial identity by ectopically expressing ZTF-11 in seam cell lineages. In animals ectopically expressing ZTF-11 in seam cells, we indeed found that some seam cells lost their identity marker (Figure 5E–F). Seam cells fuse in adult *C. elegans* to form a continuous syncytium (Sulston and Horvitz, 1977). Using the apical junction marker AJM-1::GFP, we found that the loss of seam cell identity resulted in ‘gaps’ in the seam cell syncytium (Figure 5E–F), suggesting that *ztf-11* is capable of eliminating epithelial identity and function.

To investigate the proneural mechanism of ZTF-11 further, we tested whether ZTF-11 requires LIN-32 for its proneural activity in V1-4 lineages. Ectopic PVD-like cells could not be generated by ZTF-11 overexpression in the *lin-32(u282)* loss of function background (Figure 5B), suggesting that the proneural activity of ZTF-11 depends on proneural bHLH function. Consistent with the requirement for LIN-32, we found that the ectopic neurons induced by misexpression of ZTF-11 turned on *lin-32* transcriptional reporter, whereas ZTF-11::GFP-positive non-neuronal cells did not (Figure 5—figure supplement 1), suggesting that ZTF-11 overexpression can induce expression of LIN-32 to drive neuronal fate. In contrast, we found that ZTF-11 continued to eliminate epithelial identity in the *lin-32(u282)* mutant (Figure 5F). These results indicate that ZTF-11 can induce LIN-32 to specify neuronal and glial cell fate in certain circumstances. While LIN-32 promotes the ‘neuronal’ features, ZTF-11 helps to erase epithelial identity from prospective neuronal/glial daughters of the V5 lineage (Figure 5G).

### ZTF-11 is required for generating postembryonic neurons from multiple neuroectoblast lineages

Our genetic analysis revealed that ZTF-11 was important for eliminating epithelial identity during transdifferentiation of PDA neuron and neurogenesis from a neuroectoblast V5 lineage. We set out to assess whether ZTF-11 is required for neurogenesis from different postembryonic neuroectoblast lineages. We first asked whether postembryonic neurons generated during L1 larval development are present in *ztf-11(tm2315)* null mutant animals. QR/L neuroectoblast lineages contribute six postembryonic neurons (SDQR/L, AVM, PVM, AQR, and PQR) during the mid L1 stage (Sulston and Horvitz, 1977). Among them, AVM and PVM could be unambiguously identified as UNC-86 expressing nuclei based on their solitary positions (Finney and Ruvkun, 1990; Serrano-Saiz et al., 2018). We found that UNC-86 expression in the respective positions of AVM and PVM nuclei was invariantly lost in *ztf-11(tm2315)* late L1 animals (Figure 6B–D), suggesting that ZTF-11 is required for both AVM and PVM postembryonic neuronal fates. In contrast, UNC-86 expression was not lost in embryonic neurons such as ALM (Figure 6B). Additionally, G1 and K neuroectoblast lineages give rise to RMH and DVB neurons respectively during late L1 stage (Sulston and Horvitz, 1977). We again found loss of the respective cell fate markers for RMH (Figure 6B,E) and DVB (Figure 6B,F), SEM-2 (Vidal et al., 2015) and LIM-6 (Hobert et al., 1999), in *ztf-11(tm2315)* late L1 animals.

**Figure 6.**
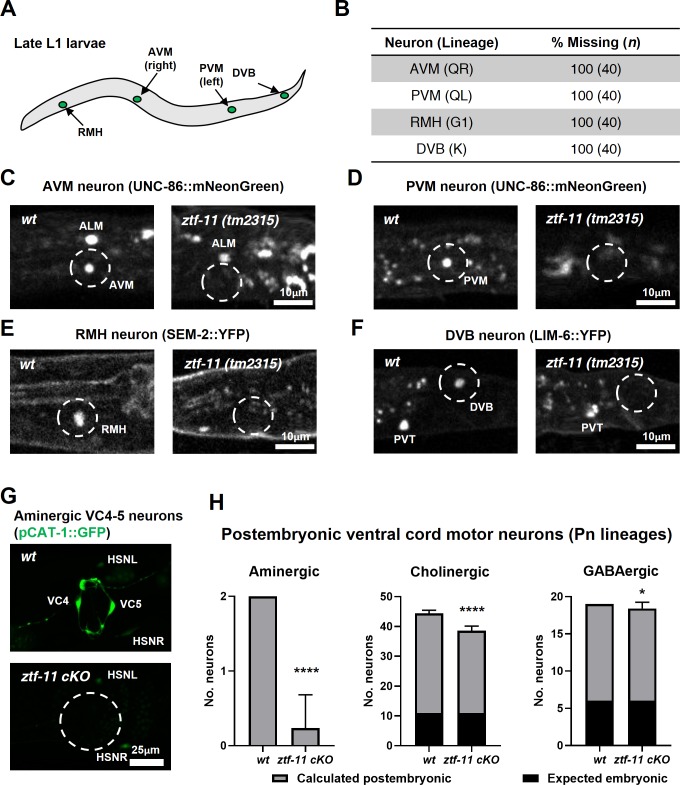
ZTF-11 is required for generating postembryonic neurons from multiple neuroectoblast lineages. (**A**) Locations of postembryonic neurons born during L1 larval development that were analyzed for this study. (**B**) Quantification of missing postembryonic neuron fate markers in *ztf-11(tm2315)* null mutants. Animals were synchronized to late L1 by bleaching and then fed for 20 hr prior to analyzing expression of respective cell fate markers (UNC-86::mNeonGreen for AVM and PVM, SEM-2::YFP for RMH, and LIM-6::YFP for DVB). (**C**) Expression of AVM marker, UNC-86, in late L1 animals of wild type or *ztf-11(tm2315)* null mutant. Dashed circle indicates the location of AVM neuron. Note that ALM, an embryonic neuron, is still generated in *ztf-11(tm2315)*. (**D**) Expression of PVM marker, UNC-86, in late L1 animals of wild type or *ztf-11(tm2315)* null mutant. Dashed circle indicates the location of PVM neuron. (**E**) Expression of RMH marker, SEM-2, in late L1 animals of wild type or *ztf-11(tm2315)* null mutant. Dashed circle indicates the location of RMH neuron. (**F**) Expression of DVB marker, LIM-6, in late L1 animals of wild type or *ztf-11(tm2315)* null mutant. Dashed circle indicates the location of DVB neuron. Note that PVT, an embryonic neuron, is still generated in *ztf-11(tm2315)*. (**G**) Expression of aminergic neuron marker, CAT-1, that labels VC4 and VC5 postembryonic serotonergic neurons in wild type or *ztf-11* conditional knock-out (*ztf-11 cKO*) animals. (**H**) Quantification of numbers of ventral cord motor neurons by neurotransmitter types. Neurons were counted based on markers of respective neurotransmitter types. Aminergic neurons, pCAT-1::GFP expressing cells (postembryonic: VC4-5 (two neurons)). Cholinergic neurons, pUNC-17::GFP expressing cells (postembryonic: VA2-11, VB3-11, AS2-10, and VC1-6 (34 neurons), embryonic: DA2-7 and DB3-7 (11 neurons)). GABAergic neurons, pUNC-47::GFP expressing cells (postembryonic: VD1-13 (13 neurons), embryonic DD1-6 (six neurons)). All postembryonic ventral cord motor neurons are generated from Pn lineages. As *ztf-11* was conditionally knocked-out in Pn lineages, any lost neurons were expected to be postembryonic (gray bars) rather than embryonic (black bars). Error bars are SD. ****p<0.0001, *p<0.05, Student’s t-test two-tailed, *n* = 40, 119, respectively for aminergic neurons, 22, 61, respectively for cholinergic neurons, 20, 53 animals, respectively for cholinergic neurons. See Figure 6—source data 1 for numerical data. 10.7554/eLife.46703.024Figure 6—source data 1.Raw counts of neurons expressing respective neurotransmitter markers in wild-type (*-cre*) or *ztf-11 cKO* animals.

We next examined the postembryonic ventral cord motor neurons (VMNs). P1-12 (Pn) cells form the ventral epidermis of the newly hatched animal. During the late L1 stage, Pn cells give rise to postembryonic VMNs of the VA, VB, AS, VD, and VC classes (Sulston and Horvitz, 1977). To ask whether ZTF-11 is required for generating postembryonic VMNs, we examined condition knockouts of ZTF-11 in Pn lineages by expressing Cre in the epidermis (Kage-Nakadai et al., 2014). The VMNs can be further classified based on their respective neurotransmitters, acetylcholine, GABA, or monoamine (serotonin). We counted the total number of VMNs expressing each neurotransmitter marker. Aminergic VMNs (two serotonergic VC4-5 neurons) are exclusively postembryonically born (Duerr et al., 1999; Sulston and Horvitz, 1977). We found that the aminergic neuron marker CAT-1 was largely lost (89% of animals) in VC4-5, suggesting that ZTF-11 is required for VC4-5 fates. In contrast to amingergic VMNs, cholinergic or GABAergic VMNs are comprised of both embryonic and postembryonic neurons (McIntire et al., 1993; Pereira et al., 2015; Sulston and Horvitz, 1977; Sulston et al., 1983). However, any loss of neuronal markers in this experiment was likely exclusively due to postembryonic neuron defects, as ZTF-11 was conditionally knocked out in only Pn lineages. With cholinergic (CHO-1) and GABAergic (UNC-47) neuronal markers, we found more subtle decreases in total cholinergic (19%) or GABAergic (5%) VMNs in *ztf-11* cKO animals. Unlike cholinergic or GABAergic postembryonic VMNs, VC4-5 neurons do not mature until the late L4 stage and maintain expression of ZTF-11 into adulthood (data not shown), which may account for their stronger requirement for ZTF-11. Taken together, our loss-of-function analysis suggest that ZTF-11 functions in multiple neuroectoblast lineages to specify postembryonic neuronal identities.

### ZTF-11 is mostly dispensable for embryonic neurogenesis but not for neuronal function

In many postembryonic lineages, neurons are generated from precursor cells, which are differentiated cells such as the rectal epithelial Y cell or the V5 precursor cell (seam cell). In contrast, the majority of embryonic neurons are generated from short-lived precursor cells through rapid cell divisions (Sulston et al., 1983). We next investigated the role of *ztf-11* in embryonic neurogenesis. Using a pan-neuronal RAB-3 marker, we found that most embryonic neurons are born and obtain neuronal fate in *ztf-11* mutants (Figure 7A). The small size of the L1 animals made it difficult to determine the exact number of RAB-3 expressing nuclei, especially amongst densely packed neurons in cephalic ganglia. We instead counted the number of embryonic motor neurons in the ventral cord, which could be unambiguously identified from *rab-3* expressing nuclei along the length of the animal (White et al., 1976). We found that there was a small (2%) loss of *rab-3* expressing nuclei in the ventral cord, suggesting that ZTF-11 is mostly dispensable for neuronal fate acquisition during embryogenesis (Figure 7B). To account for potential maternal contribution of ZTF-11, we additionally knocked down ZTF-11 in *ztf-11(tm2315)/hT2* heterozygote mothers by feeding RNAi and found that their *ztf-11(tm2315)* homozygote progeny still generated a normal number of embryonic VMNs (Figure 7B).

**Figure 7.**
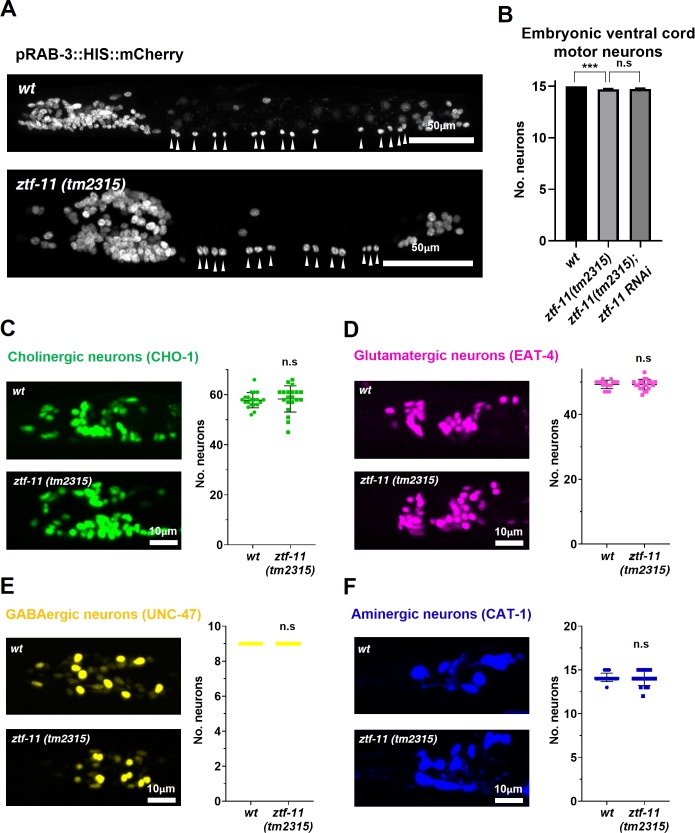
ZTF-11 is mostly dispensable for embryonic neurogenesis. (**A**) Pan-neuronal marker expression in wild type and *ztf-11(tm2315)* L1 larva. Arrowheads point to embryonic ventral cord motor neurons. (**B**) Number of embryonic ventral cord motor neurons is slightly reduced in *ztf-11(tm2315)* or *ztf-11(tm2315)* further treated with feeding RNAi against maternal ZTF-11. Neurons were counted based on pan-neuronal RAB-3 marker expression. Error bars are SD. ****p<0.0001, n.s, p>0.05 Student’s t-test two-tailed, *n* = 79, 80, 50 animals respectively. See Figure 7—source data 1 for numerical data. (**C**) ZTF-11 is mostly dispensable for embryonic cholinergic neurons in the head. Left, expression of cholinergic neuron marker, CHO-1, in wild type or *ztf-11(tm2315)*. Right, quantification of counted CHO-1-expressing neurons. (**D**) ZTF-11 is mostly dispensable for embryonic glutamatergic neurons in the head. Left, expression of glutamatergic neuron marker, EAT-4, in wild type or *ztf-11(tm2315)*. Right, quantification of counted EAT-4-expressing neurons. (**E**) ZTF-11 is mostly dispensable for embryonic GABAergic neurons in the head. Left, expression of GABAergic neuron marker, UNC-47, in wild type or *ztf-11(tm2315)*. Right, quantification of counted UNC47-expressing neurons. (**F**) ZTF-11 is mostly dispensable for embryonic aminergic neurons in the head. Left, expression of aminergic neuron marker, CAT-1, in wild type or *ztf-11(tm2315)*. Right, quantification of counted CAT-1-expressing neurons. RIH neuron was very weakly labeled by CAT-1 and only occasionally counted. (**C–F**) Synchronized early L1 animals by bleaching were used for experiments. Error bars are SD. n.s, p>0.05 Student’s t-test two-tailed, *n* = 20 animals each. See Figure 7—source data 2 for numerical data. 10.7554/eLife.46703.027Figure 7—source data 1.Raw counts of RAB-3 expressing nuclei in animals of each genotypes. 10.7554/eLife.46703.028Figure 7—source data 2.Raw counts of nuclei expressing respective neurotransmitter markers in wild-type or *ztf-11(tm2315)* animals. 10.7554/eLife.46703.029Figure 7—source data 3.Raw counts of thrashes exhibited by animals of each genotypes.

**Figure 7—figure supplement 1.**
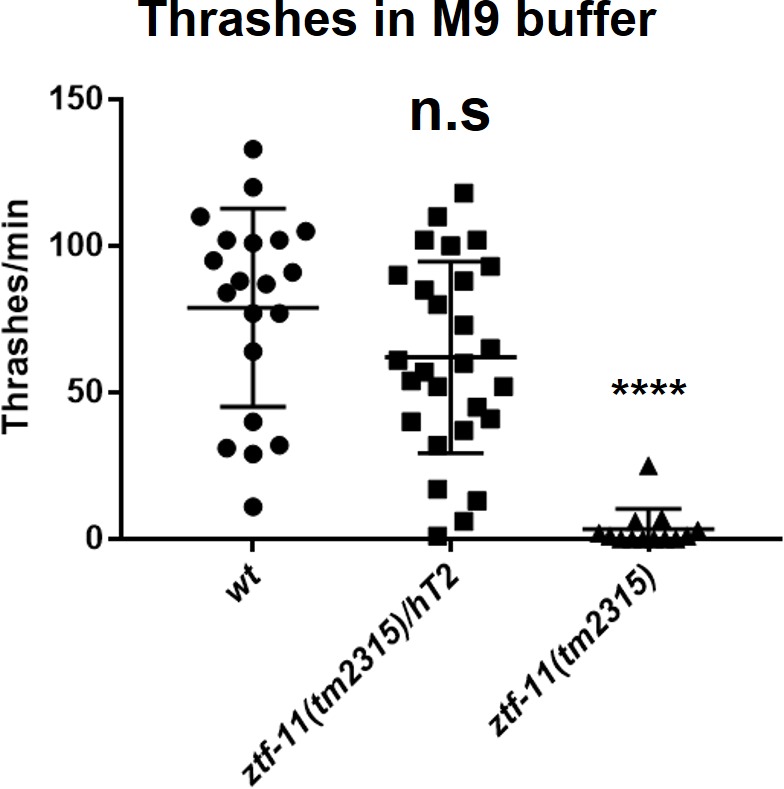
Embryonic ZTF-11 is required for coordinated motility. Quantification of thrashing assay. Each alternate ‘C’ bends were counted as a thrashing motion. *n* = 20, 27, 13, respectively, Student’s two-tailed t-test, n.s., p>0.05. ****p<0.0001. See Figure 7—source data 3 for numerical data.

To further examine the requirement of ZTF-11 for embryonic neurogenesis, we counted the number of respective head neurons of four major neurotransmitter types (acetylcholine, glutamate, GABA, and monoamines) in wild type and *ztf-11(tm2315)* early L1 animals. Unfortunately, many cholinergic or glutamatergic head neurons were tightly clustered in early L1 animals, which could introduce systematic errors in counting. With this caveat, we did not find significant changes in cholinergic or glutamatergic head neurons in *ztf-11(tm2315)* mutant animals, suggesting that ZTF-11 might indeed be dispensable for neuronal fates of major neurotransmitter types. Taken together, these results indicate that *ztf-11* is particularly important for neurons that are generated from epidermal lineages that have fully differentiated in both morphology and function.

Despite the near normal cell number, the *ztf-11* deletion mutants showed near complete loss of movement. When maintained with the hT2 balancer chromosome, *ztf-11(tm2315)* heterozygous mothers produced homozygous mutant individuals that were completely immobile in bacterial lawns after hatching. *ztf-11(tm2315)* mutant individuals also invariantly did not develop any further after hatching, potentially due to feeding deficits. To measure defects in motility, we performed a thrashing assay in M9 buffer. We found that homozygous *ztf-11(tm2315)* mutant individuals showed near complete loss of thrashing motion and severely uncoordinated swimming motion (Figure 7—figure supplement 1). In comparison, heterozygous *ztf-11(tm2315)/hT2* individuals did not show a significant change in the number of thrashes compared to wild type (N2) (Figure 7—figure supplement 1). These results raise the possibility that *ztf-11* may be required for proper function of embryonic neurons.

### ZTF-11 does not function through LIN-22/Hes1 repression

Next we investigated how *ztf-11* specifies neuronal fate. Previous studies suggested that proneural genes induce neuronal fate while Notch signaling inhibits neurogenesis by inhibiting proneural genes (Bertrand et al., 2002; Lewis, 1998; Heitzler et al., 1996; Takebayashi et al., 1997). Myt1 family factors are induced by proneural genes and act as transcriptional repressors of Notch signaling, including the Notch effector gene Hes1 (Dhanesh et al., 2016; Mall et al., 2017; Vasconcelos et al., 2016). Repressing Hes1 transcription is in turn thought to de-repress proneural bHLHs such as Ascl1, mediating exit from a proliferative neural stem cell fate and subsequent neuronal differentiation (Mall et al., 2017; Vasconcelos et al., 2016). The *C. elegans* orthologs of Hes1, *lin-22*, and its target proneural gene *lin-32/*Atoh1, function in postdeirid development (Kenyon, 1986; Portman and Emmons, 2000; Wrischnik and Kenyon, 1997). *lin-22*/Hes1 is expressed in seam cells, including V1-4, but not in V5 (Katsanos et al., 2017). In *lin-32*/Atoh1 mutants, no PVD or PDE cells were generated, while in *lin-22* mutants, additional PVD and PDE neurons were generated in each of the V1-4 lineages, suggesting that *lin-22* represses proneural gene *lin-32* in V1-4, but not in the V5 lineage (Portman and Emmons, 2000; Wrischnik and Kenyon, 1997). We set out to use this evolutionarily conserved genetic circuit to investigate whether ZTF-11 also acts through repressing *lin-22*.

We first investigated the effect of *ztf-11* cKO on *lin-22* expression by examining a transcriptional reporter for *lin-22*. Consistent with previous studies, we found that the LIN-22 transcriptional reporter was invariantly excluded from V5 lineage cells during postdeirid development (Figure 8B, top panel; Figure 8C). However, in the *ztf-11* cKO, the LIN-22 reporter remained undetectable in V5 lineages. In addition, we detected no change in the expression pattern or level of the LIN-22 reporter in V1-4 (Figure 8B, bottom panel; Figure 8C). This result suggests that *lin-22* is unlikely to be a transcriptional target of ZTF-11.

**Figure 8.**
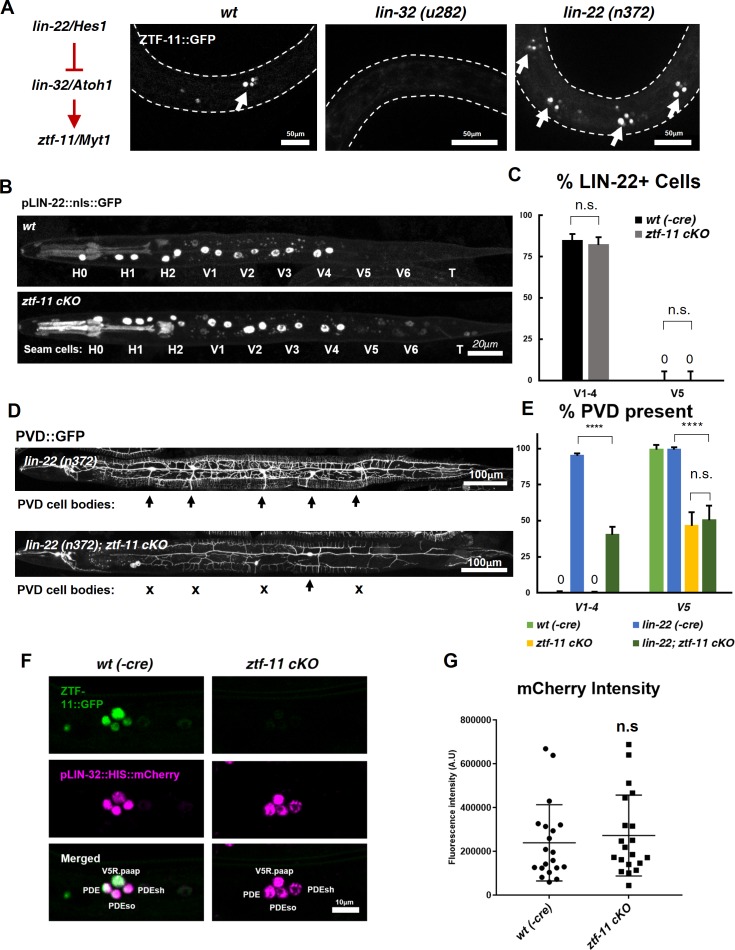
ZTF-11 does not function by repressing *lin-22*/Hes1. (**A**) *ztf-11* functions downstream of postdeirid development genes *lin-22* and *lin-32*. Right, representative images of ZTF-11::GFP expression during postdeirid neurogenesis in wild type, *lin-32*, or *lin-22* mutants. (**B**) *lin-22* transcriptional reporter expression in wild type and *ztf-11* cKO early L2 larvae. LIN-22 is expressed in lateral seam cells but excluded from three posterior seam cells (V5, V6, and T) Pharyngeal staining is bleed through from co-injection marker pMYO-2::mCherry. (**C**) Quantification of pLIN-22::GFP-positive seam cells in b. *n* = 66–68 animals each. Error bars, 95% Wilson-Brown C.I. Fischer’s exact test n.s, p>0.05. See Figure 7—source data 1 for numerical data. (**D**) *ztf-11* cKO is epistatic to *lin-22(n372)*, suggesting that ZTF-11 is unlikely to function through repressing LIN-22. *lin-22(n372)* results in duplication of postdeirid lineage in V1-4, resulting in five postdeirid on each side. In *ztf-11* cKO *lin-22(n372)* double mutant, some of four additional postdeirid as well as wild type V5 postdeirid, are lost. (**E**) Quantification of PVD::GFP-positive cells from d. Parent seam cell lineage for each PVD::GFP positive cells were inferred from position along AP axis. *n* = 100–101 animals each. Error bars, 95% Wilson-Brown C.I. Fischer’s exact test, ****p<0.0001. n.s., p>0.05. See Figure 7—source data 2 for numerical data. (**F**) *lin-32* transcriptional marker expression in wild type and *ztf-11* cKO. (**G**) Quantification of *lin-32* transcriptional activity. pLIN-32::HIS::mCherry fluorescence intensity was scored. *n* = 20 animals each. Error bars, S.D. Student’s t-test two-tailed, n.s, p>0.05. See Figure 7—source data 3 for numerical data. 10.7554/eLife.46703.031Figure 8—source data 1.Raw counts of LIN-22 expression in V cells in wild-type of *ztf-11 cKO *animals. 10.7554/eLife.46703.032Figure 8—source data 2.Raw counts of PVD or PVD-like cells in animals of each genotype. 10.7554/eLife.46703.033Figure 8—source data 3.Raw fluorescence intensity values of LIN-32 transcriptional reporter in wild-type(-Cre) or *ztf-11 cKO* animals.

To additionally test whether ZTF-11 functions through repression of LIN-22 activity, we performed a genetic analysis of *ztf-11* cKO and *lin-22(n372)*. The *lin-22(n372)* single mutant generates ectopic neurons in the V1-4 lineages. If *ztf-11* acts upstream to repress *lin-22*, we predicted that *ztf-11 cKO; lin-22* double mutant would show a *lin-22* single mutant phenotype, with ectopic neurons generated from the V1-4 lineages. Contrary to this prediction, we observed that *ztf-11 cKO; lin-22* double mutant resulted in a loss of the PVD cell marker in V1-4 as well as V5 lineages (Figure 8D–E). Both the genetic and expression data argue against the proposed model in which ZTF-11 acts via repression of LIN-22.

Next, we investigated whether ZTF-11 de-represses *lin-32* transcription. To understand *ztf-11*’s relationship with *lin-32*, we examined *lin-32* expression in *ztf-11 cKO* mutant and found that *lin-32* is still expressed in the V5 lineage at the level of wild-type controls (Figure 8F–G). However, ZTF-11 expression in the V5 lineage is completely eliminated in the *lin-32* mutant (Figure 8A), suggesting that *ztf-11* is turned on by LIN-32. This is consistent with the fact that the E-box sequences in the promoter region of *ztf-11* are required for its expression (Figure 2). Additionally, the loss of *lin-32* did not alter the ability of ectopically expressed ZTF-11 to reprogram epithelial identity (Figure 5B), suggesting that *ztf-11* acts downstream of both *lin-*22 and *lin-32* to repress epithelial fate. We next measured the fluorescence intensity of *lin-32* transcriptional reporter during postdeirid development. If ZTF-11 acts as a de-repressor of *lin-32*, we would expect a loss or reduction of *lin-32* transcriptional activity. However, we did not observe a significant change in fluorescence intensity between wild type and *ztf-11* cKO. Together, these results argue against the existing model in which *ztf-11* acts through repressing *lin-22* and instead support a linear genetic model in which *lin-22*/Hes1 represses *lin-32*/Atoh1, which in turn activates *ztf-11* (Figure 8A).

### ZTF-11 negatively regulates non-neuronal genes

To understand how *ztf-11* promotes neuronal fate, we performed transcriptome analysis in *ztf-11* knockdown animals during development. RNAi hypersensitive *eri-1(mg366); ztf-11::gfp* worms were fed with bacteria expressing dsRNA against ZTF-11 (Ahringer RNAi collection) or empty feeding RNAi vector as a control. *ztf-11::gfp* fluorescence was strongly reduced in embryos fed with *ztf-11* RNAi, confirming the knockdown efficiency (data not shown). 

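For the RNA-seq experiment, the mothers fed on the RNAi bacteria for 64 hr, and their eggs were then kept in M9 for 3 hr. Stranded mRNA libraries were made from 4 independent cultures of *ztf-11* KD embryos and from 4 of embryos fed with the empty vector. The authors trimmed the reads, mapped them to the *ce10* genome with Tophat2 and counted uniquely mapped reads with featureCounts, and the deposited values are raw counts on 50606 RefSeq transcripts in each library. The paper's text does not name the strand setting or the treatment of reads that overlap several transcripts, so the counts of overlapping or antisense genes are uncertain, and near-identical genes are measured only by the reads unique to each. The counts added up to 39343105 to 44933700 per *ztf-11* KD library (median 41613990) and to 39494873 to 45609675 per control library (median 43981972). The paper states a 40-million-read depth per sample, of raw reads, and the values given here use the summed counts. A gene can have several transcripts in the counts, so the items tested are called transcripts below and not genes. Transcripts with too few counts were removed with edgeR's filterByExpr, which kept 14328, and library sizes were scaled by edgeR's TMM method. Conditions were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all transcripts tested and the paper's threshold of an adjusted p under 0.1. The first principal component of the log2 CPM (counts relative to the scaled library size) held 54.7% of the variance between libraries and the next 12.09%. On the first component the 4 *ztf-11* KD libraries lay at 35.5, 62.1, -38 and 83.3 and control replicates 1, 3 and 4 at -15.3, 38.8 and -50.4, with control replicate 2 lower still, so that the groups overlapped (exact permutation test, two-sided, p = 0.143).

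**Figure D1:**
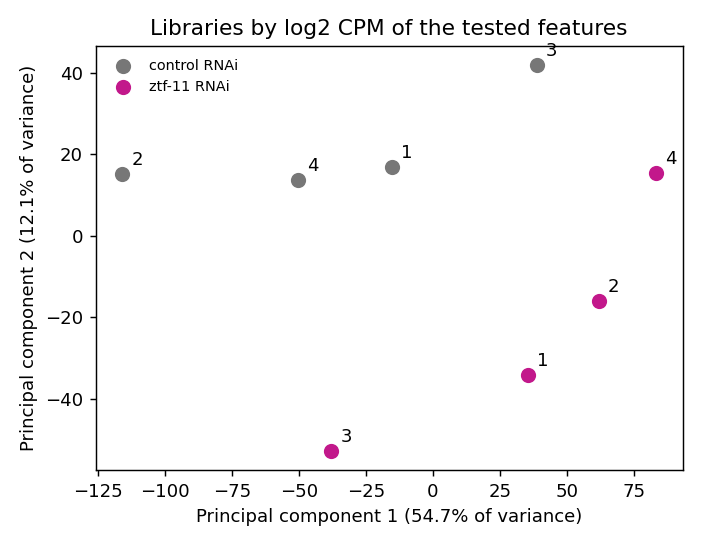
Position of each library on the first 2 principal components of the log2 CPM of the transcripts tested, with control libraries in gray, *ztf-11* KD libraries in magenta and the replicate number beside each point. On the first component *ztf-11* KD replicate 3 lies at -38, among the control libraries, and control replicate 3 at 38.8, among the *ztf-11* KD libraries.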

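The knockdown was measured in each library from the counts on the *ztf-11* transcript NM_001264316. A further transcript listed for the gene had 0 counts in all libraries. After TMM scaling, *ztf-11* stood at 36.6, 68.4, 31.2 and 40.9 CPM in control replicates 1 to 4, with a mean of 44.3 ± 16.6 (SD, n = 4). It stood at 9.42, 11.0, 14.7 and 9.98 CPM in *ztf-11* KD replicates 1 to 4, with a mean of 11.3 ± 2.39 (SD, n = 4). Every *ztf-11* KD library was below every control library (exact permutation test, two-sided, p = 0.029, the smallest p that 4 libraries against 4 allow). The log2 fold change was -1.97 (standard error 0.27), a reduction of 74.5%. *ztf-11* ranked 1 by p among all transcripts tested, with an adjusted p of 0.262 from edgeR's quasi-likelihood test, above the threshold. Of the alternatives set before the data were examined, the test in DESeq2, the tool the paper names, moved this call the most and gave a log2 fold change of -2.001 with an adjusted p of 1.2e-07. DESeq2 with its beta prior, chosen after the data were seen, gave 9.3e-08. Across the other scalings and filters in edgeR and the counts summed per gene, the adjusted p ranged from 0.0031, without the filter on low counts, to 0.287. With each library left out in turn, the log2 fold change stayed between -1.70 and -2.13, and its adjusted p fell to 0.051 without control replicate 2 and to 0.086 without control replicate 3 and lay between 0.132 and 0.706 without any of the others, the highest without *ztf-11* KD replicate 2.

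**Figure D2:**
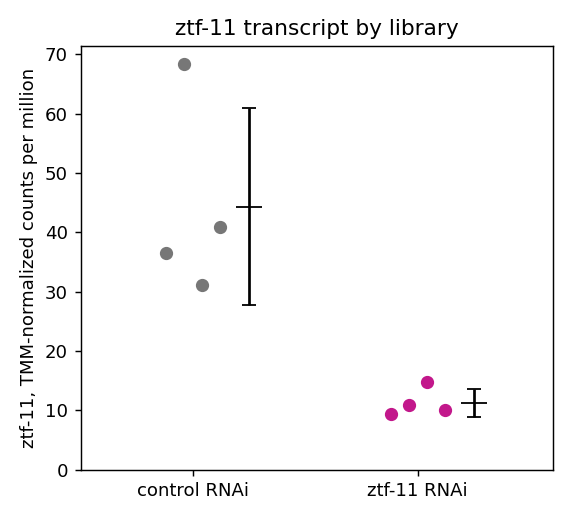
TMM-normalized CPM of *ztf-11* in each of the 4 control and 4 *ztf-11* KD libraries, in the order of the replicate numbers, with the mean and SD of each group in black. The *ztf-11* KD libraries sit between 9.42 and 14.7 CPM and the control libraries between 31.2 and 68.4 CPM.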

Consistent with this observed reduction of ZTF-11::GFP, we found that *ztf-11* transcript levels were reduced by 72% in *ztf-11* knockdown embryos (Supplementary file 2).

Differential expression analysis revealed that 419 genes were significantly dysregulated in *ztf-11* KD embryos (FDR < 0.1) (Figure 9A; Supplementary file 2). 

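Of the 14328 transcripts compared between *ztf-11* KD and control embryos, 0 had an adjusted p under 0.1 in edgeR's quasi-likelihood test, and 1832 (12.8%) had an unadjusted p under 0.05. The 4 *ztf-11* KD libraries all lay above the 4 control libraries for 517 transcripts and all below for 352. Together these are 6.07% of the transcripts tested, where chance gives 2.86% on average over all assignments of the libraries. Transcripts vary together, so any given assignment can lie far from this average, and the excess alone does not show an effect of the knockdown. Other splits of the libraries into 4 and 4 were fitted after the results were seen. As many transcripts with an unadjusted p under 0.05 in edgeR were found in 4 of 35 splits, the real split included. With DESeq2 on all transcripts in place of edgeR, 444 of the 16066 that passed its independent filtering had an adjusted p under 0.1. Among these 444, 415 were also tested by edgeR, and 415 had an unadjusted p under 0.05 there. The number from DESeq2 depended on single libraries and ranged from 68 without *ztf-11* KD replicate 2 to 1685 without control replicate 3. In edgeR, leaving out control replicate 2 gave 3 transcripts past the threshold, leaving out control replicate 3 gave 2, and leaving out any of the other 6 libraries gave 0, with 891 to 2597 at an unadjusted p under 0.05. Tests added after the data were seen gave 420 transcripts with DESeq2's prior on the fold changes and 259 with edgeR's likelihood ratio test, of which DESeq2 without the prior also called 249.

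**Figure D3:**
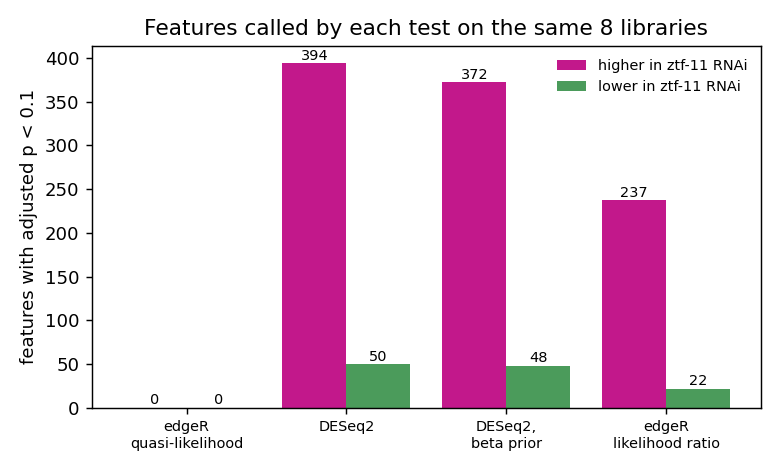
Number of transcripts with an adjusted p under 0.1, higher (magenta) or lower (green) in *ztf-11* KD embryos, in 4 tests on the same 8 libraries. The quasi-likelihood test gave 0 in both directions, and the likelihood ratio test 237 higher and 22 lower. The tests with the beta prior and the likelihood ratio were chosen after the data were seen.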

The majority (88%) of the differentially expressed genes were upregulated in *ztf-11* KD, consistent with the hypothesis that *ztf-11* acts a transcriptional repressor (Figure 6A). 

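With no transcript past edgeR's threshold, the direction of change was counted over transcripts with an unadjusted p under 0.05. Of these, 1261 were higher and 571 were lower in *ztf-11* KD embryos, so 68.8% were higher (95% Wilson confidence interval 66.7% to 70.9%, which covers counting error only). When libraries were scaled by their totals alone, 994 were higher and 873 lower, or 53.2% higher. With one library left out at a time, the percent higher ranged from 56.8% without control replicate 1 to 78.0% without *ztf-11* KD replicate 1. Among the transcripts DESeq2 called, 394 were higher and 50 lower, so 88.7% were higher. Regroupings of the 8 libraries were fitted after the results were seen. One with 2 libraries of each condition on each side gave 528 calls in DESeq2, 92.6% of them in one direction. A share this one-sided is therefore not specific to the knockdown. Across the fits that each left out one library, DESeq2 called 51 to 1537 higher and 17 to 148 lower.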

Notably, among the upregulated genes, the vast majority were non-neuronal genes, including genes specific to epidermis (collagens) or muscle (sarcomere components) (Figure 9B). 

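The 12 epidermal genes of Figure 9B, *ram-2* and 11 collagens, were all measured, and 11 of them were higher in *ztf-11* KD embryos, with a median log2 fold change of 1.54 over the 12. The largest increase here was that of *col-58*, at 26.1 ± 9.36 CPM in *ztf-11* KD and 7.82 ± 4.86 in control embryos (SD, n = 4 each), a log2 fold change of 1.74 (standard error 0.47). *col-158* had a mean of 35.3 counts per library and a log2 fold change of -0.31 (standard error 0.62). Over all transcripts tested, 0 of the 12 passed the threshold and 11 had an unadjusted p under 0.05 in edgeR's test. Adjusted over the list alone, 11 passed, but the study chose these genes for their change in the same libraries, so this is not independent evidence. Of the 12 muscle genes, *unc-96* had a mean of 1.13 counts per library and could not be tested. All 11 others had a log2 fold change above 0, with a median of 0.81 and a range from 0.026 for *unc-112* to 1.61 for *myo-1*. *unc-112* fell below 0 without control replicate 3 (-0.057) or *ztf-11* KD replicate 3 (-0.013). *unc-54*, the most abundant of the 11, rose from 1441 ± 391 to 2913 ± 1066 CPM (SD, n = 4 each), a log2 fold change of 1.02 (standard error 0.30). Over all transcripts 0 of the 11 passed the threshold, 10 had an unadjusted p under 0.05, and 10 passed when adjusted over the list alone. DESeq2 called 11 of the epidermal and 5 of the muscle genes, and edgeR's likelihood ratio test, added after the data were seen, 6 and 4. For most of these genes the groups overlapped between libraries, and all 4 *ztf-11* KD libraries lay above all 4 controls only for *col-65* and *unc-98* (exact permutation test, two-sided, p = 0.029 for each). *unc-98* was far lower in control replicate 2, at 36.4 CPM, than in the other controls. *ztf-11* KD replicate 3 had the lowest mean of its group for both lists and control replicate 3 the highest of its group.

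**Figure D4:**
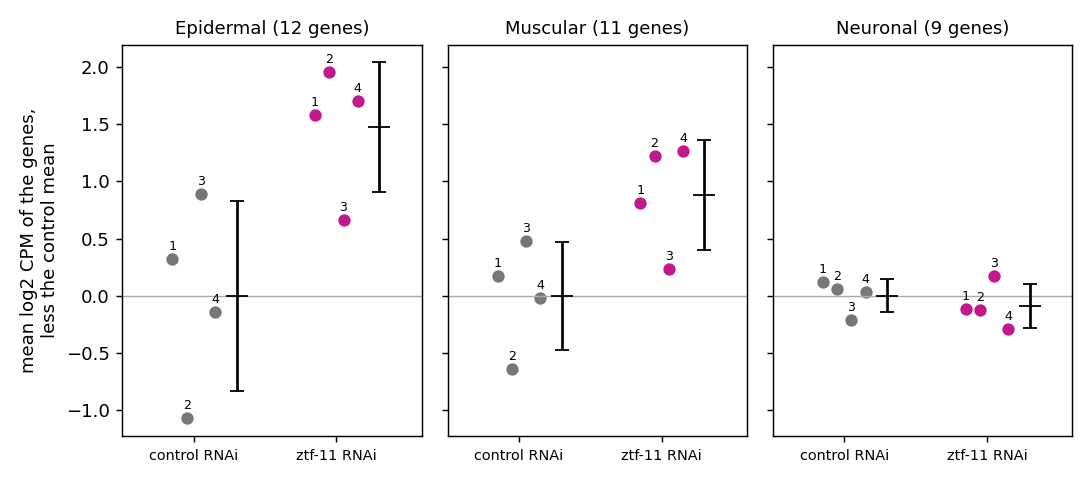
Mean log2 CPM of the tested genes of each Figure 9B list in each library, less the mean of the 4 control libraries, with the replicate number above each point and the mean and SD of each group in black. For the epidermal genes *ztf-11* KD replicate 3 lies at 0.66, below control replicate 3 at 0.89, and for the muscle genes these libraries lie at 0.23 and 0.48.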

GO-term enrichment analysis revealed that epidermal and muscular genes were significantly enriched among upregulated genes. In contrast, we did not find significant changes in expression of most neuronal genes, including those involved in neurodevelopment, synaptic transmission, axon guidance, and neurotransmitter synthesis (Figure 9C), likely reflecting our findings that embryonic neurons are still generated in *ztf-11* null mutant. These findings are consistent with our genetic analysis, which demonstrated that ZTF-11 acts as a repressor of epithelial identity rather than a direct driver of neuronal fate.

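The GO annotation was not used here, and enrichment was tested for the gene family of collagens, taken by the symbol *col-* and a number, and for a list of 35 sarcomere genes outside Figure 9B. Of the collagens, 105 transcripts were tested, with a median log2 fold change of 0.52. In *ztf-11* KD embryos 81 were higher and 24 lower, and 25 had an unadjusted p under 0.05, with 0 past the threshold over all transcripts and 0 when adjusted over the list alone. Of the sarcomere list, 25 genes were tested, with a median of 0.31. Among these, 23 were higher and 2 lower, 8 had an unadjusted p under 0.05, 0 passed over all transcripts and 8 passed when adjusted over the list alone. Of 34 sarcomere genes matched to a transcript, 9 were below the filter, each a gene with several transcripts. The test of gene sets camera in limma, with its preset correlation of 0.01 between genes, gave an adjusted p of 6.9e-05 for the collagens and 9.6e-05 for the sarcomere list, adjusted over 31 lists and families. For the epidermal and muscle genes of Figure 9B it gave adjusted p values of 6.5e-07 and 1.9e-05. None of the 31 had an adjusted p under 0.05 in fry or in camera with a correlation estimated from the data, where the smallest adjusted p was 0.157 and 0.575. Since edgeR's quasi-likelihood test called no transcript, the share of called transcripts was compared for DESeq2, over the 14240 transcripts with a gene symbol that it tested. It called 391 of these higher (2.75%), among them 12 of 118 collagens (10.2%, Fisher's exact test, two-sided, odds ratio 4.10, adjusted p = 0.00077 over 32 lists and families) and 4 of 27 sarcomere transcripts (14.8%, odds ratio 6.21, adjusted p = 0.024). Its calls were also enriched for intestinal genes (7 of 32, adjusted p = 0.00022), lysozymes (3 of 7, 0.0035), C-type lectins (9.30%, 0.0014), *nlp* neuropeptides (7 of 67, 0.011) and transthyretin-like genes (5 of 45, 0.027). In edgeR's likelihood ratio test, added after the data were seen, the collagens passed (8 of 105, adjusted p = 0.0041) and the sarcomere list did not (2 of 25, 0.315). Intestinal genes, lysozymes and C-type lectins also passed there. The *nlp* neuropeptides (2 of 61, 0.920) and transthyretin-like genes (3 of 42, 0.198) did not. With DESeq2's prior, also added later, the lysozymes did not pass (2 of 7, 0.054). Fisher's exact test takes transcripts as independent. For the lists and families enriched among DESeq2's calls, camera estimated correlations between genes from 0.17 for the C-type lectins to 0.70 for the *nlp* neuropeptides. The Fisher p values therefore overstate the evidence.

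**Figure D5:**
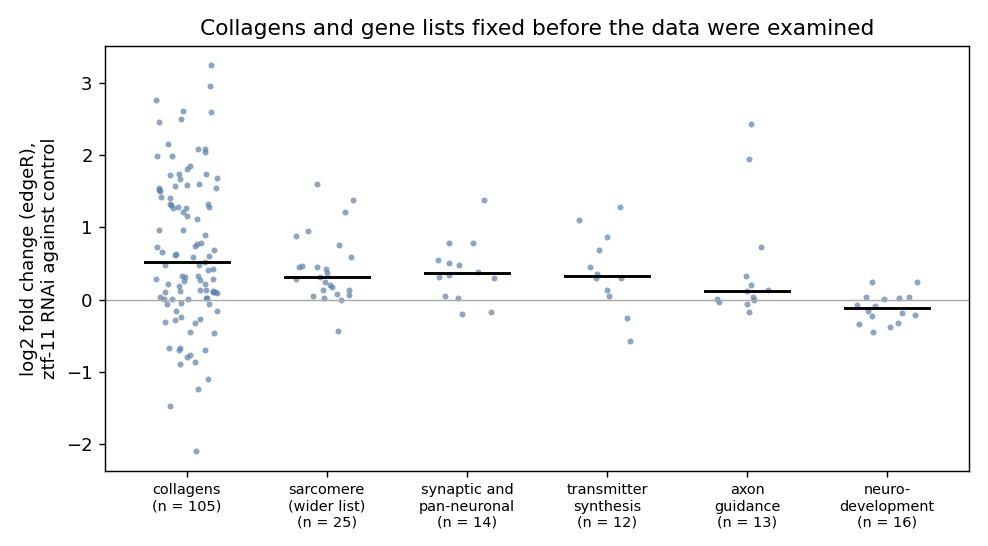
Log2 fold change of each tested transcript of the collagen family, the sarcomere list and 4 neuronal lists in *ztf-11* KD against control embryos, from edgeR, with the median of each as a bar. The collagens range from -2.10 to 3.24, and 1 point stands for 1 transcript.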

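Of the 12 neuronal genes of Figure 9B, 9 were matched by name to a transcript in the counts, and all 9 were tested. No transcript could be matched to *snb-1*, *unc-17* and *cnd-1*, and since not every transcript could be named, they may still have been counted. In *ztf-11* KD embryos 3 were higher and 6 lower, with a median log2 fold change of -0.12. Over all transcripts 0 passed the threshold, 1 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. That gene was *ngn-1*, at 38.8 ± 14.0 CPM in *ztf-11* KD and 62.1 ± 14.2 in control embryos (SD, n = 4 each), with a log2 fold change of -0.68 (standard error 0.26, adjusted p = 0.383 from edgeR's quasi-likelihood test). *lin-32* had a log2 fold change of -0.48 (standard error 0.28), *lin-22* of 0.20 (0.19) and *unc-37* of -0.43 (0.19). *snt-1* had a log2 fold change of 0.72 (standard error 0.50) at a mean of 36.8 counts per library. *rpm-1* had a log2 fold change of -0.029, which turned to 0.063 without control replicate 1 and to 0.0065 without control replicate 4. Wider lists of neuronal genes were fixed before the data were examined. Of 24 synaptic and pan-neuronal genes, 14 were tested, with a median log2 fold change of 0.36 (12 higher, 2 lower). Of 18 genes for neurotransmitter synthesis and transport, 12 were tested, with a median of 0.33 (10 higher, 2 lower). Of 24 axon guidance genes, 13 were tested, with a median of 0.12 (9 higher, 4 lower). Of 27 transcription factors of neurodevelopment, 16 were tested, with a median of -0.12 (6 higher, 10 lower). None of their genes passed edgeR's threshold, over all transcripts or adjusted over the list alone, and the number with an unadjusted p under 0.05 was 2, 2, 3 and 0. DESeq2 called the synaptic gene *snn-1* (log2 fold change 1.36, standard error 0.43, adjusted p = 0.075) and the axon guidance gene *efn-3* (2.42, 0.68, 0.032) over all transcripts, and the neurotransmitter genes *cho-1* (1.27, 0.45) and *unc-46* (1.08, 0.43) only when adjusted over the list alone. edgeR's likelihood ratio test, added after the data were seen, called *efn-3* over all transcripts, and these 4 genes were chosen after their values were seen. Of the neuropeptide families, which are outside these lists, DESeq2 called 7 of 67 *nlp* transcripts higher (odds ratio 4.19, Fisher's exact test, adjusted p = 0.011) and 2 of 25 *flp* transcripts (odds ratio 3.09, adjusted p = 0.478). The *nlp* enrichment was lost among the calls of the likelihood ratio test (2 of 61, odds ratio 1.79, Fisher's exact test, adjusted p = 0.920). Fisher's exact test takes transcripts as independent, and camera's estimated correlation between the *nlp* transcripts was 0.70. camera gave adjusted p values of 0.034, 0.028, 0.118 and 0.227 for the 4 wider lists. The genes left untested, 9 of 23, 6 of 18, 10 of 23 and 11 of 27 of those matched to a transcript, had too few counts, and 8, 5, 8 and 10 of them are genes with several transcripts. The paper sets the rise of epidermal and muscular genes and the lack of significant change in most neuronal genes beside its genetic analysis, and proposes that ZTF-11 represses epithelial identity without directly driving neuronal fate. It relates the neuronal genes to the neurons that still form in embryos of the null mutant.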

**Figure 9.**
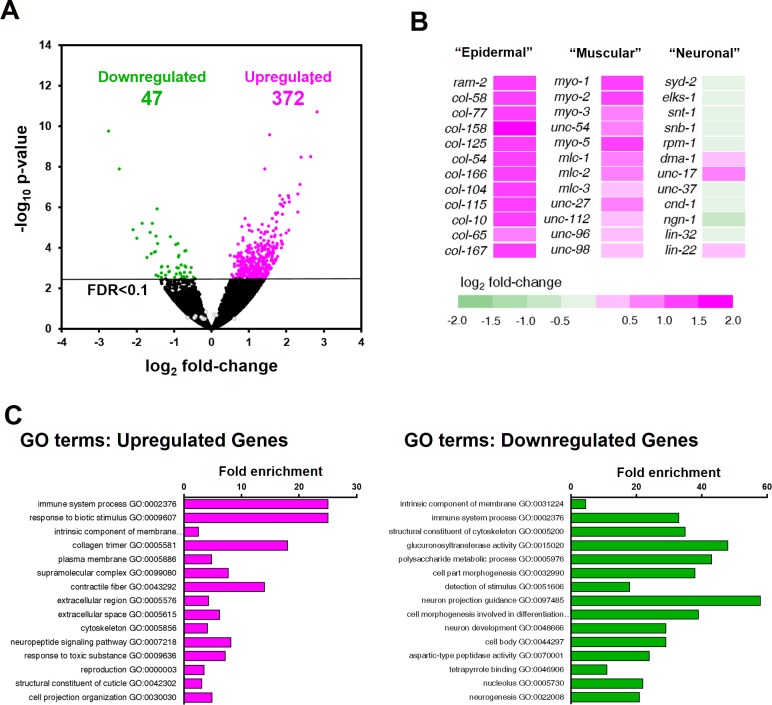
ZTF-11 negatively regulates non-neuronal genes. (**A**) Volcano plot of differentially expressed genes in *ztf-11-*depleted embryos. Whole embryos treated with RNAi against *ztf-11* or control vector were used for the experiments. Numbers, number of genes that were significantly (FDR < 0.1) upregulated (magenta) or downregulated (green). Selected neuronal genes from (**B**) are shown as gray circles. See Supplementary file 2 for full list of differentially expressed genes. (**B**) Heat map showing expression level changes in selected cell-type identity markers. Epidermal identity genes were curated from among the significantly changed collagen genes. Muscle (sarcomere) and neuronal identity genes were chosen blind to the fold changes. (**C**) GO-term enrichment analysis using gene sets of significantly upregulated (magenta) or downregulated (green) transcripts. Note that epidermal (collagen trimer, structural component of cuticle) and muscular (contractile fiber) terms are enriched in upregulated gene set. See Supplementary file 2 for full list of enriched GO-terms.

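The collagens outside Figure 9B give a comparison for a list picked by its change. Of the collagen transcripts tested, 94 belong to genes that Figure 9B does not show. Their median log2 fold change in *ztf-11* KD embryos was 0.37, with 71 higher and 23 lower, and 15 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test.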

### ZTF-11 mediates transcriptional repression through binding with MuvB co-repressor complex

Our transcriptomic analysis suggested that ZTF-11 mostly represses gene expression. To further test if ZTF-11 indeed functions as a transcriptional repressor, we fused its DNA binding Zinc-finger (ZF) domains with either a transcriptional activator (VP64) or repressor (EnR) domain. We found that the expression of the transcriptional repressor fusion protein (EnR::ZF) in seam cells resulted in proneural activity similar to overexpression of the native ZTF-11 protein. In contrast, expression of the transcriptional activator fusion protein (VP64::ZF) showed a dominant negative effect and blocked postdeirid neurogenesis (Figure 10A). Based on these results, we conclude that ZTF-11, like vertebrate Myt1 family proteins, indeed functions as a transcriptional repressor to promote neuronal fate (Mall et al., 2017; Vasconcelos et al., 2016).

**Figure 10.**
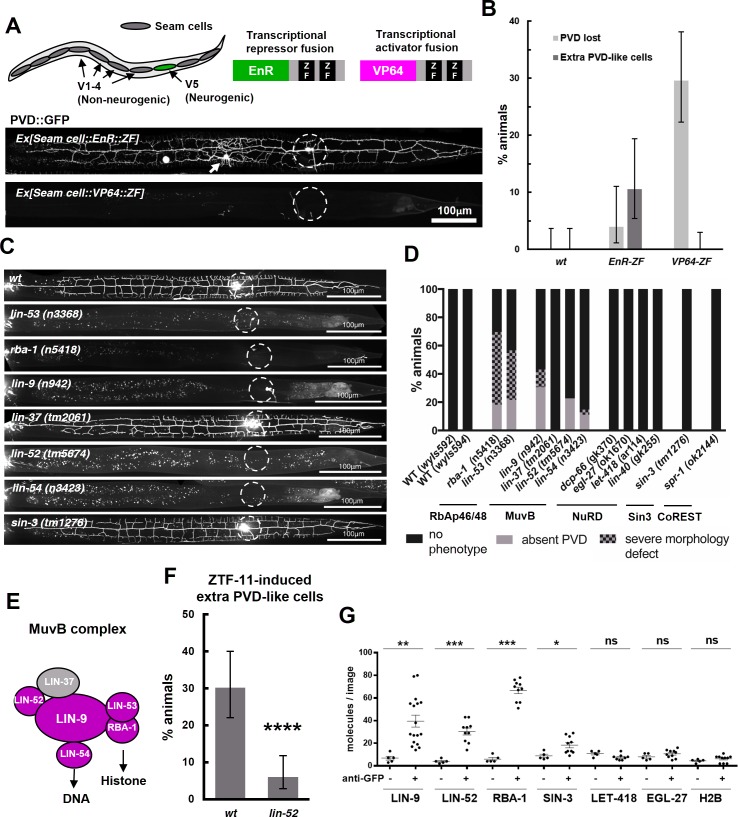
ZTF-11 functions with the MuvB co-repressor complex. (**A**) Top, schematic diagram of the experiment. Transcriptional repressor (EnR-ZF) or activator (VP64-ZF) fusion proteins were expressed in both neurogenic V5 and non-neurogenic V1-4 seam cells. Bottom, representative confocal images showing extra PVD-like cells generated with EnR-ZF expression or loss of PVD generated with VP64-ZF expression. (**B**) Quantification of respective fusion protein overexpression phenotypes. Error bars are 95% Wilson-Brown C.I. *n* = 100, 76, 125 for wt, EnR-ZF, VP64-ZF, respectively. See Figure 10—source data 1 for numerical data. (**C**) Representative confocal images showing postdeirid neurogenesis phenotypes in wild type, MuvB, or Sin3 co-repressor complex mutants. (**D**) Quantifications of PVD neurogenesis defects of MuvB, Sin3, NuRD, or CoRest co-repressor complexes. *n* = 27–117. (**E**) Schematic diagram of core components of MuvB complex. Genes required for postdeirid neurogenesis are colored in magenta. See also Figure 10—figure supplement 1 for fly and human orthologs. (**F**) Proneural activity of ztf-11 requires MuvB gene *lin-52*. ZTF-11 was ectopically expressed in seam cells in wild type (**N2**) or *lin-52(tm5674)* backgrounds and transgenic animals were scored for presence of ectopic PVD-like cells. Error bars are 95% Wilson-Brown C.I. *n* = 96, 117, respectively. Binomial test, ****p<0.0001. See Figure 10—source data 2 for numerical data. (**G**) SiMPull experiment shows binding of MuvB complex components to ZTF-11. Error bars, S.E.M. *n* = 5–17 each. Student’s t-test two-tailed *p<0.05, **p<0.005, ***p<0.0005. See Figure 10—source data 3 for numerical data. 10.7554/eLife.46703.037Figure 10—source data 1.Number of animals with associated phenotypes in wild-type or transgenic lines expressing transcriptional repressor (EnR-ZF) or activator (VP64-ZF) fusion proteins. 10.7554/eLife.46703.038Figure 10—source data 2.Number of counted animals of each genotype with associated phenotypes. 10.7554/eLife.46703.039Figure 10—source data 3.Number of mCherry-tagged corepressor molecules in each raw images.

**Figure 10—figure supplement 1.**
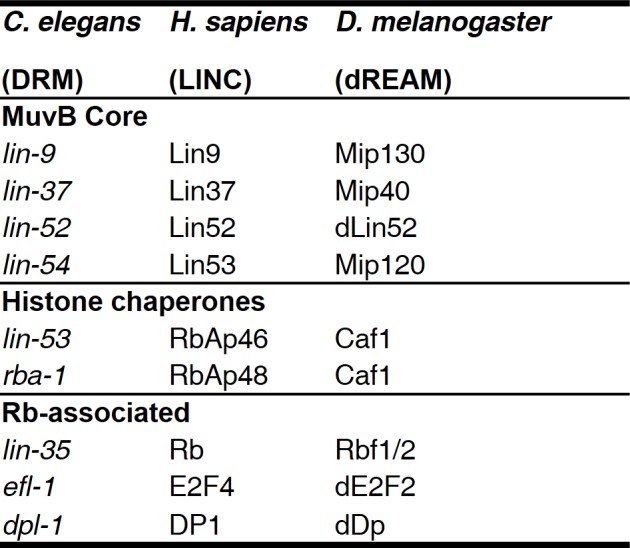
MuvB complex genes and their homologs in model organisms.

Transcription factors repress gene expression by recruiting corepressor complexes. Corepressor complexes modify chromatin into a more repressed state by catalyzing posttranslational modification of histone tails. Histone chaperones RbAp46/48 mediate interaction with the histone and thus form the core histone-binding subunits of several histone post-translational modifying complexes (Huang et al., 1991; Loyola and Almouzni, 2004; Qian et al., 1993). To investigate the mechanism of transcriptional repression by ZTF-11, we first examined the role of histone chaperone RbAp46/48 homologs, RBA-1 and LIN-53, in postdeirid neurogenesis where ZTF-11 is required. In *rba-1* or *lin-53* single mutants, approximately 20% of the PVD neurons are missing while another 40% of PVDs showed severe morphological defects (Figure 10C–D). This result suggests that the histone chaperone RbAp46/68 homologs, *rba-1* and *lin-53*, were required for proper postdeirid neurogenesis and that ZTF-11 likely functions through a corepressor complex containing histone chaperones RbAp46/48.

Vertebrate Myt1 interacts with the Sin3 histone deacetylase corepressor complex (Sin3-HDAC), which contains RbAp46/48, to repress target genes during transdifferentiation in vitro (Mall et al., 2017; Romm et al., 2005). It is unclear whether Myt1 family factors also function with the Sin3-HDAC complex in developmental contexts. We examined the role of Sin3-HDAC components in postdeirid neurogenesis and observed no defects resulting from the loss of *sin-3*, the sole Sin3 homolog in worms (Choy et al., 2007) (Figure 10C–D). We next tested whether other corepressor complexes that contain RbAp46/48 are involved in postdeirid neurogenesis. We found components of the MuvB core of the DRM(*D*P/*R*b/*M*uvB) corepressor complex, *lin-9, lin-52,* and *lin-54* (Harrison et al., 2006), to be required for robust postdeirid neurogenesis (Figure 10C–E and Figure 10—figure supplement 1). These genetic results suggest that the MuvB repressor complex, rather than the Sin3-HDAC complex, is required for V5 neurogenesis in vivo. Consistent with this result, the proneural activity of ectopically expressed ZTF-11 is strongly (80%) reduced by the loss of *lin-52*, suggesting that ZTF-11 functions through the MuvB complex (Figure 10F).

We next tested whether ZTF-11 directly binds to MuvB complex components using a single molecule pull-down (SiMPull) analysis, a quantitative, imaging-based co-immunoprecipitation assay (Jain et al., 2011). We used CRISPR/Cas9 to endogenously tag candidate co-repressor subunits with mCherry, and *ztf-11* was tagged with GFP. ZTF-11::GFP was pulled down by anti-GFP antibody and displayed on a microscopy slide. Co-precipitation was quantified by counting the number of mCherry-tagged co-repressor molecules on the slide. We found that LIN-9, LIN-52, and the RbAp46/48 homolog RBA-1 could be pulled down by ZTF-11, suggesting that ZTF-11 binds to DRM co-repressor complex in vivo (Figure 10G). Interestingly, *lin-37* mutant did not show obvious neurogenesis defects (Figure 10C–D), suggesting that LIN-37 may be dispensable for association of MuvB complex with ZTF-11. Unexpectedly, we found weak co-precipitation of SIN-3 with ZTF-11::GFP, suggesting that ZTF-11 may still function with SIN-3 in other in vivo contexts. Taken together, these results also provide the first evidence that the evolutionarily conserved MuvB co-repressor complex (LINC in vertebrates and dREAM/MuvB complex in flies, see Figure 10—figure supplement 1) (Lewis et al., 2004; Schmit et al., 2007) functions in neurogenesis. It has previously been shown that MuvB genes are required to repress germline genes in somatic cells (Petrella et al., 2011; Wang et al., 2005). We propose that ZTF-11 binds to MuvB complex to similarly repress many non-neuronal genes during neuronal development.

## Discussion

Although Myt1 family factors were discovered more than two decades ago, the neurogenic role of Myt1 family factors is only starting to be unraveled on a molecular level. In particular, advances in in vitro transdifferentiation have provided crucial insights in recognizing Myt1 family factors as key drivers of neurogenesis. Here we studied the physiological and developmental functions of ZTF-11 in neurogenesis in vivo. Comparing our results to the in vitro transdifferentiation literature, there are interesting similarities and differences. First, in both systems, ZTF-11 and Myt1l are critical drivers of neural cell fate. Examining neurogenesis in different classes of neurons in *C. elegans*, we found that ZTF-11 is particularly important for the generation of postembryonic neurons, which are derived from epidermal cells. Most interestingly, a developmentally occurring epithelial-to-neuronal transdifferentiation event requires ZTF-11 to reprogram epithelial identity, further bridging the in vivo and in vitro neurogenic functions of Myt1 factors. In contrast, embryonic neurons generated by rapid cell division from precursor cells are less dependent on ZTF-11. It is conceivable that ZTF-11 is required to ‘turn off’ the established epidermal/epithelial cell fate before neurons can be generated. This could explain the particular requirement of Myt1l in transdifferentiation. Second, both ZTF-11 and Myt1l function as transcriptional repressors. This was evident from RNA-seq experiments from both *C. elegans* and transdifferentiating mammalian neurons (Mall et al., 2017), where non-neuronal genes are suppressed by this family of proteins. Third, the neuronal expression of ZTF-11 in developing neurons is activated by proneural bHLH genes, which is likely dependent on the conserved E-boxes in the promoter elements of *ztf-11* and Myt1l. Together, these similarities build a strong case that the Myt1 family transcription factors play conserved functions in neuronal specification by repressing the expression of non-neuronal genes. These results also suggest that repression of non-neuronal genes is an important aspect of neurogenesis across species.

We also identified two key differences between ZTF-11 and Myt1. First, our genetic analysis shows that ZTF-11 does not repress the Hes1 homolog *lin-22*. How can this result be reconciled with previous results that Myt1 family factors repress lateral inhibition? One possible explanation for this discrepancy is that ZTF-11 may have lost its ability to repress Notch signaling. However, it is also possible that vertebrate Myt1 family factors gained the ability to repress Hes1. Second, our data also suggest that the MuvB complex, but not the Sin3-HDAC complex, plays an important role in neurogenesis as a co-repressor complex that functions with ZTF-11. This result is interesting but unsurprising considering the sequence divergence of Myt1 family proteins outside the conserved DNA-binding zinc-fingers (Figure 1—figure supplement 1). Myt1 family proteins may have diverged through evolution to function with different co-repressor complexes. It is also noteworthy that ZTF-11 retained weak binding with SIN-3 (Figure 10G), suggesting this interaction is conserved through evolution in other developmental contexts. Examination of Myt1 family factors in other invertebrate model systems is likely to shed light on these intriguing questions.

During evolution, ancestral neurons likely arose from non-neuronal cells. Consistent with this hypothesis, cnidarian neurons are generated from endodermal interstitial stem cells or epithelial precursors, rather than dedicated neural precursors (Rentzsch et al., 2017). As with proneural genes, Myt1 family factors are conserved throughout metazoan evolution with the exception of porifera (sponges) and ctenophora (comb jellies), which either lack a nervous system or are thought to have independently evolved a nervous system (Moroz et al., 2014). MuvB complex genes are conserved in all animals regardless of presence of the nervous system, suggesting that Myt1 family proteins evolved later and recruited MuvB as their co-repressor. It is now tempting to speculate that Myt1 family factors, alongside MuvB co-repressor complex, may comprise an ancestral core module for generating neurons from non-neuronal cells.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Caenorhabditis elegans*)	*ztf-11*	NA	Wormbase gene: WBGene00009939	
Strain, strain background (*C. elegans*)	N2	C. elegans Genetic Center (CGC)		Wild type strain
Genetic reagent (*C. elegans*)	*ztf-11(tm2315)*	National Bioresource Project (Dr. Shohei Mitani)		
Genetic reagent (*C. elegans*)	*lin-32(u282)*	C. elegans Genetic Center (CGC)		
Genetic reagent (*C. elegans*)	*lin-22(n372)*	C. elegans Genetic Center (CGC)		
Genetic reagent (*C. elegans*)	*lin-52(tm5674)*	National Bioresource Project (Dr. Shohei Mitani)		
Genetic reagent (*C. elegans*)	*ztf-11(wy1077)*	This study		ZTF-11::GFP endogenous knock-in
Genetic reagent (*C. elegans*)	*ztf-11(wy1088)*	This study		Floxed *ztf-11* allele
Genetic reagent (*C. elegans*)	*ztf-11(wy1100)*	This study		Floxed *ztf-11::gfp* allele
Genetic reagent (*C. elegans*)	*lin-9(wy1224)*	This study		mCherry::LIN-9 endogenous knock-in
Genetic reagent (*C. elegans*)	*lin-52(wy1225)*	This study		LIN-52::mCherry endogenous knock-in
Genetic reagent (*C. elegans*)	*rba-1(wy1212)*	This study		RBA-1::mCherry endogenous knock-in
Genetic reagent (*C. elegans*)	*sin-3(wy1210)*	This study		SIN-3::mCherry endogenous knock-in
Genetic reagent (*C. elegans*)	*let-418(wy1215)*	This study		LET-418::mCherry endogenous knock-in
Genetic reagent (*C. elegans*)	*egl-27(wy1207)*	This study		EGL-27::mCherry endogenous knock-in
Transfected construct (*E. coli* HT115 (DE3))	Feeding RNAi clone against *ztf-11*	Dr. Julie Ahringer, Source BioScience	RRID:SCR_017064	Primer pair number: 1528
Antibody	anti-GFP, biotin conjugated (Rabbit polyclonal)	Rockland Immunochemicals	Rockland Cat# 600-406-215, RRID:AB_828168	
Recombinant DNA reagent	*pnhr-81::ztf-11::GFP*	This paper		ZTF-11 seam cell gain of function
Recombinant DNA reagent	*pnhr-81::ztf-11::mRuby3*	This paper		ZTF-11 seam cell gain of function (used in conjunction with seam cell markers)
Recombinant DNA reagent	*pztf-11::his::mCherry*	This paper		*ztf-11* transcriptional reporter
Recombinant DNA reagent	*pztf-11::his::GFP*	This paper		*ztf-11* transcriptional reporter
Recombinant DNA reagent	*pztf-11::his::GFP(-Ebox)*	This paper		E-box mutated *ztf-11* transcriptional reporter
Recombinant DNA reagent	*pegl-26::Cre*	This paper		Rectal epithelial Cre
Recombinant DNA reagent	*pnhr-81::Cre*	This paper		Seam cell Cre
Recombinant DNA reagent	*pnhr-81::vp64::ztf-11(217-360)*	This paper		Transcriptional activator fusion
Recombinant DNA reagent	*pnhr-81::EnR::ztf-11(217-360)*	This paper		Transcriptional repressor fusion
Commercial assay or kit	RNeasy Plus Micro Kit	Qiagen	Cat#: 74034	
Commercial assay or kit	QiaShredder	Qiagen	Cat#: 79654	
Chemical compound, drug	Chymotrypsin	Sigma Aldrich	Cat#: CHY5S	
Chemical compound, drug	Chitinase	Sigma Aldrich	Cat#: C6137	
Software, algorithm	ImageJ	NIH	RRID:SCR_003070	
Software, algorithm	GraphPad Prism	GraphPad	RRID:SCR_002798	

All sequencing dataset generated during this study is available on NCBI GEO (Accession code: GSE125694). All materials generated and analyzed during the current study are available from the corresponding author on reasonable request.

### Nematode culture and strains

Wild-type strains were *C. elegans* variety Bristol, strain N2. Worms were maintained by standard methods as previously described (Brenner, 1974). Worms were grown at 20°C on nematode growth media (NGM) plates seeded with bacteria (*Escherichia coli* OP50) as a food source. Transgenic strains were generated as previously described by gonadal injection (Mello and Fire, 1995). The epidermal Cre strain (FX15987) was kindly provided by Dr. Shohei Mitani. The list of all mutant and transgenic strains used in this study is available in Supplementary file 3.

### Cloning and constructs

DNA plasmid constructs were generated by PCR amplification using Pfusion DNA polymerase followed by isothermal assembly or restriction digest and subsequent ligation using T4 DNA ligase (NEB). *ztf-11* cDNA was amplified using *C. elegans* ORFeome library (Lamesch et al., 2004). *ztf-11* promoter (pZTF-11) was cloned via PCR amplification of 2740 bp fragment upstream of *ztf-11 tss*. pZTF-11 ∆E-box mutations were generated with gBlock synthesis (IDT) followed by isothermal assembly into wild type pZTF-11 vector. EnR and VP64 DNA were kindly provided by Dr. Mauritz Mall. Unless otherwise indicated, worm lysate genomic DNA was used as the template for PCR amplification. A complete list of DNA constructs and oligos is available in Supplementary file 4.

### CRISPR/Cas9 genome editing

Two CRISPR/Cas9 genome editing protocols were used for this study. In brief, for insertion of GFP or mCherry into endogenous genetic loci, GFP or mCherry was PCR amplified with primers containing homology arms for insertion sites as donor DNA for homologous recombination. Donor DNA was co-injected with gRNA (IDT), crRNA (IDT), and Cas9 enzyme (IDT) as previously described (Paix et al., 2017). F1 generation animals were visually screened for presence of GFP or mCherry signals using Axioplan2 Fluorescence microscope (Carl Zeiss). GFP or mCherry-positive animals were then homozygosed in F2 generation and verified by Sanger sequencing. For insertion of loxP sites into *ztf-11* locus, a co-conversion strategy was used as previously described (Arribere et al., 2014). Synthesized loxP sequence ssDNA with 60 bp homology arms flanking insertion sites (IDT) was used as donor DNA for homologous recombination. Donor DNA was co-injected with Cas9 expressing plasmid (pJW1259, kindly provided by Dr. Jordan Ward), sgRNA expressing vectors, dpy-10 targeting-gRNA, and dpy-10 donor DNA. F1 animals were screened by PCR amplification of the loxP inserts.

### 4-D imaging and lineage tracing

Embryos were collected from gravid hermaphrodites and mounted with polystyrene beads (Polysciences Inc) as described (Du et al., 2015). Embryos were imaged on a Zeiss AxioObserver Z1 inverted microscope frame with Yokogawa CSU-X1 spinning disk and an Olympus UPLSAPO 60xs silicone oil immersion objective. GFP and mCherry channels were acquired simultaneously on a pair of aligned EMCCD cameras (C9100-13). Image acquisition was performed using MetaMorph software (Molecular Devices). Embryos were imaged every 75 s, with 30 z slices at 1 μm apart. Lineage tracing and quantification of marker expression were done with the StarryNite and AceTree software as described (Du et al., 2015).

### Microscopy

Hermaphrodite animals were anesthetized using 2.5 mM levamisole, mounted on 3% agar pads, and imaged using a Zeiss LSM710 confocal microscope (Carl Zeiss) with a Plan-Apochromat 40x/1.3 NA objective or 63x/1.4NA objective. Z stacks and maximum-intensity projections were generated using ImageJ (NIH). The imaging was not done by an experimenter blind to the experimental condition. Fluorescence intensity measurements (Figure 2, Figure 8, and Figure 4—figure supplement 2) were quantified using ImageJ (NIH). Quantification for cell identity markers were performed using Axioplan2 fluorescence microscope (Carl Zeiss) with a Plan-Apochromat 40x/1.3 NA objective. When quantifying any cKO animals, presence of Cre-expressing transgene was checked after each animal’s phenotype was determined to prevent potential bias.

### L1 thrashing experiment

Worms grown on NGM plates were transferred to room temperature at least 1 hr prior to the assay. Individual L1 animals were carefully transferred to a small drop of M9 media on a glass slide. Following a minute of incubation in M9, the number of thrashing events (defined by one cycle of alternating ‘C’ bends) were then counted for a minute. The genotype of each assayed animals were determined after each counting to circumvent potential bias.

### RNA-seq sample preparation

Samples for RNA-seq was prepared by feeding RNAi (Timmons et al., 2001). In brief, animals were harvested from NGM plates and eggs were collected by bleaching. Eggs were hatched overnight in M9 media to get synchronized L1 larval culture (Porta-de-la-Riva et al., 2012). Synchronized L1 cultures were inoculated on plates expressing feeding RNAi clones for *ztf-11* (Kamath and Ahringer, 2003) (Dr. Julie Ahringer) or a control vector (L4440). After 64 hr, adult worms bearing eggs were harvested and eggs were collected by careful bleaching. Eggs were incubated in M9 for 3 hr to allow them to develop into gastrula stages. Egg shell was disturbed with chymotrypsin (Sigma-Aldrich) and chitinase (Sigma-Aldrich) as previously described (Edgar and Goldstein, 2012) and lysed by centrifuging through QiaShredder columns (Qiagen) following the manufacturer’s instructions. RNA was isolated from the eggs using RNeasy Plus Micro Kit (Qiagen) following the manufacturer’s instructions. Resulting RNA samples were quality controlled by Agilent Bioanalyzer 2100 and only the RNA samples with RIN of 9 or higher were submitted for library preparation. mRNA libraries were prepared by Stanford Genome Sequencing Center using TruSeq Stranded mRNA Library Preparation kit (Illumina). Four biological replicates representing independent cultures of *C. elegans* on independently prepared feeding RNAi were performed for each sample in this study.

RNA-seq and computational analysis mRNA libraries were pooled and paired-end sequenced for 100 bp, resulting in 40 million raw reads per sample. Raw reads were trimmed of adaptor sequences using fastx (http://hannonlab.cshl.edu/fastx_toolkit/) and mapped to *C. elegans* reference genome (*ce10*) using Tophat2 (Kim et al., 2013) and featureCounts (Liao et al., 2014). Uniquely mapped reads were used to calculate expression level of genes. Differential expression analysis was performed using DeSeq2 (Love et al., 2014). GO-term enrichment analysis of significantly upregulated or downregulated genes (FDR < 0.1) were performed through PANTHER gene ontology tool (Thomas et al., 2003). Raw sequencing data is accessible through NCBI GEO (Accession code: GSE125694). Full DESeq2 output and GO-term enrichment analysis results can be found on Supplementary file 2.

### Single molecule pulldown (SiMPull) experiments

SiMPull assays were performed as previously described (Zou et al., 2016). In brief, *C. elegans* grown on twenty 15 cm dishes were collected and washed, then dropped in liquid nitrogen to form ‘worm pearls.’ Worm pearls (50 mg wet weight) were thawed in 250 ul lysis buffer (50 mM HEPES pH 7.7, 50 mM KCl, 2 mM MgCl2, 250 mM Sucrose, 1 mM EDTA pH 8.0, with protease inhibitors). After brief sonication on ice (3’ pulse with 30’ pause, six cycles) to break the cuticle, 100 mM NaCl and 1% Triton X-100 were added into solution and samples were rotated at 4°C for 1 hr. After centrifugation at 16,000 g for 15 min, supernatants were transferred to new tubes and measured by BCA assay (Thermo Fisher Scientific) for total protein concentration. Worm lysates from different samples were adjusted to 7 mg/ml concentration by lysis buffer and used for SiMPull. Briefly, normalized lysates were incubated on quartz slides pre-coated with or without biotinylated anti-GFP antibodies (Rockland immunochemicals) to pull down ZTF-11::GFP, after washing away unbound sample, mCherry signals were recorded to visualize captured ZTF-11 binding partners. mCherry tagged proteins immobilized on the slides were visualized by a TIRF microscope equipped with excitation laser 561 nm, and DV2 dichroic 565dcxr dual-view emission filters (520/30 nm and 630/50 nm). Mean spot counts per image and standard deviation were calculated from images taken from 5 to 17 different regions.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE125694. All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided whenever applicable. The following dataset was generated: LeeJStewartEVTaylorCABarnesKMChenABaoZShenAShenK2019A Myt1 family transcription factor defines neuronal fate by repressing non-neuronal genesNCBI Gene Expression OmnibusGSE12569410.7554/eLife.46703PMC668431831386623

How the deposited data were processed for this re-analysis (not part of the article)

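Gene expression was measured by RNA-seq in 8 libraries of whole embryos, 4 from independent cultures of *ztf-11* KD animals and 4 from cultures fed with the empty vector, grouped by the labels of the deposited files. The authors deposited raw counts, whole numbers of reads on each of 50606 RefSeq transcripts (28161 with an NM and 22445 with an NR identifier), after adaptor trimming, mapping to *ce10* with Tophat2 and counting of uniquely mapped reads with featureCounts. The paper's text gives no versions of these tools, no strand setting and no rule for reads over several transcripts or for counting pairs. The counts carry no normalization. They summed to between 39343105 and 45609675 per library, with medians of 41613990 in *ztf-11* KD and 43981972 in control embryos. At this depth the spread between cultures, not counting error, sets the precision of all but the rarest transcripts. Pairs of libraries of one condition differed by at least 31.0 times counting error (chi-square per degree of freedom), so no library is a copy of another. All value columns of the deposited files were used.

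Gene names came from the paper's Supplementary file 2 and from a RefSeq gene table of assembly WBcel235, used for names only. Of the 50606 transcripts 45898 were paired with a symbol, and 45715, with 87.7% of all counts, matched the RefSeq table. The copy of Supplementary file 2 used here holds 1999 transcripts and leaves out 48606, so no overlap or enrichment was computed against it as a whole. Of its transcripts 197 were not in the RefSeq table, and of 1686 named by both, 154 had different names. Where a gene had several transcripts, the one paired with its symbol in Supplementary file 2 was used, and otherwise the one with the highest mean count.

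Counts were analysed with edgeR 4.0.16 in R 4.3.3. Transcripts were kept by filterByExpr with its minimum count of 10, scaled by TMM and tested with glmQLFit (robust) and glmQLFTest on a model with the condition only, with Benjamini-Hochberg adjustment and a threshold of an adjusted p under 0.1, as in the paper. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM are counts relative to the TMM-scaled library size, and log2 CPM were computed with a prior count of 2. Gene sets were tested with camera in limma 3.58.1 (preset correlation 0.01) on log2 CPM, with fry and camera with an estimated correlation beside it, and a threshold of an adjusted p under 0.05. The sets were 20 gene lists and 12 gene families defined by their symbols, of which 31 had at least 2 transcripts tested. They were written, like the tests, the alternatives and the rule for naming genes, before the data were examined. Of 422 genes on the lists, 22 could not be matched by name to a transcript, which does not show that they were not counted. The genes named are *ztf-11*, the genes of the paper's RNA-seq section and Figure 9B, and, of transcripts past the threshold with all *ztf-11* KD libraries on one side of all controls, the 5 with the largest increase and the 5 with the largest decrease. No transcript met the last condition. Single values were compared with exact two-sided permutation tests over the 70 assignments of 8 libraries to 4 and 4, which cannot give a p under 0.029.

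The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, library totals alone, no filter beyond 1 count, at least 10 counts in every library, counts summed per gene, a block for the replicate number, an adjusted p under 0.05, the other set tests, and each library left out in turn. Adjusted p values that DESeq2 left undefined were kept undefined. DESeq2 with its beta prior, DESeq2 on transcripts with at least 1 count, DESeq2 without each library and edgeR's likelihood ratio test were added after the data were seen.

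The tests were tried on simulated data drawn from the means and library sizes of the 14328 transcripts, with 200 changed by known folds. edgeR's quasi-likelihood test called 130, of which 119 were changed ones (59.5% of the 200), and it called 78.8% of those changed by 4-fold or more. DESeq2 called 210, of which 137 were changed ones, and the likelihood ratio test 180, of which 136 were. False calls were thus 11 for the quasi-likelihood test, 73 for DESeq2 and 44 for the likelihood ratio test. The last 2 exceeded the share of false calls that the threshold of 0.1 allows. A raised set of 20 transcripts had a camera p of 6.8e-45. Of 20 random sets, 1 had an unadjusted p under 0.05. Transcripts were drawn independently, without the variation they share in the real libraries. The simulated numbers of calls and the set tests therefore do not carry over to the real data. Reads, the genome sequence and GO annotation were not used here.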

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

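The tests set beside these results, apart from those on embryonic age within the groups and on library size, were chosen only after the results were seen. Groups of 4 libraries in which the highest or lowest library stood far from the other 3 were looked for in 90 groups, and 2 were found. Chance gives about 5% of groups, so this number is not above chance.

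*unc-98* was at 36.4 CPM in control replicate 2, against 55.6 to 58.5 CPM in the other control libraries, a gap of 0.866 of the whole range. The same library lies lowest on the main axis of variation within the groups, on which the early genes have a median slope of -0.353, so a younger culture is a candidate explanation and stays open. Library size does not explain the position on the axis (Pearson r 0.20, exact permutation p = 0.623). A biological difference between cultures other than age was not tested.

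The mean log2 CPM of the axon guidance list was 5.42 in control replicate 1, against 5.13 to 5.17 in the other control libraries, a gap of 0.835 of the whole range. Of the 13 genes tested, *efn-3*, chosen after its values were seen, had the largest gap, with a log2 CPM of -0.34 in this library and at most -1.70 in the other controls. This is a transcript near the filter on low counts. No technical or biological explanation was tested for this library, whose *ztf-11* level of 36.6 CPM is that of a control.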

How the results depend on the processing

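*ztf-11* was lower in *ztf-11* KD embryos under each alternative run. Its log2 fold change passed the threshold with DESeq2 (-2.001, also on transcripts with at least 1 count), with no filter beyond 1 count (-1.98), and, in tests chosen after the data were seen, with DESeq2's beta prior (-1.83) and edgeR's likelihood ratio test (-1.97). It ranged from -2.13 to -1.70 across the 8 fits that each left out one library, and passed without control replicate 2 or 3, with adjusted p values of 0.051 and 0.086, against 0.132 to 0.706 without any of the others. With the first principal component as a covariate, also chosen after the data were seen, its log2 fold change shrank to -1.48 in edgeR and -1.485 in DESeq2. Its adjusted p was then 0.0035 and 1.6e-12. With the axis of variation within the groups as the covariate, the log2 fold change was -1.926 and -1.947. The adjusted p was then 5.7e-06 and 4.5e-34. This axis was fitted to the same counts and takes up spread within the groups. The smaller p is therefore built in and is not added evidence. The cause of the other changes was not tested.

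The number of transcripts past the threshold was 0 in edgeR's quasi-likelihood test, with 1832 at an unadjusted p under 0.05. It was 444 with DESeq2 (394 higher, 50 lower), 6 with no filter beyond 1 count (4 higher, 2 lower), 420 with the beta prior (372 higher, 48 lower), 435 with DESeq2 on transcripts with at least 1 count (386 higher, 49 lower) and 259 with the likelihood ratio test (237 higher, 22 lower); the last 3 were chosen after the data were seen. Across the edgeR fits that each left out one library it ranged from 0 to 3 (higher 0 to 1, lower 0 to 2), with 3 without control replicate 2 and 2 without control replicate 3. Across those of DESeq2, also added later, it ranged from 68 to 1685 (higher 51 to 1537, lower 17 to 148), with the extremes without *ztf-11* KD replicate 2 and without control replicate 3. DESeq2's size factors in edgeR, library totals alone, at least 10 counts in every library, counts summed per gene and a threshold of 0.05 gave 0 in edgeR, with 1676 to 1867 at an unadjusted p under 0.05. In simulated data with the same number of libraries the quasi-likelihood test made 130 calls, 11 of them false. DESeq2 made 210 there with 73 false, and the likelihood ratio test 180 with 44 false. Those transcripts were drawn independently, so these counts do not carry over to libraries whose transcripts vary together. The cause of the difference between the tests on the real libraries was not tested.

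The percent higher among transcripts with an unadjusted p under 0.05, 68.8%, was 65.1% with DESeq2's size factors in edgeR, 53.2% with library totals alone, 59.7% with no filter beyond 1 count, 65.04% with at least 10 counts in every library, 63.9% with counts summed per gene and 74.4% with the likelihood ratio test. It ranged from 56.8% to 78.0% with one library left out at a time. The share stayed above 50% in each of these, and the cause of the changes was not tested. Among the transcripts called higher by the likelihood ratio test, Fisher's exact test gave an adjusted p of 0.0041 for the collagens (8 of 105) and of 0.315 for the sarcomere list (2 of 25), where DESeq2's calls had passed for both.

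Both conditions use replicate numbers 1 to 4. The deviations of same-numbered libraries from their group means correlated at 0.0052, -0.30, -0.64 and -0.21, so the numbers do not pair the libraries. With the replicate number as a block, 0 transcripts passed the threshold, 708 had an unadjusted p under 0.05, of which 76.98% were higher, and *ztf-11* had a log2 fold change of -1.93 with an adjusted p of 0.706.

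The calls of camera did not hold under fry or under camera with an estimated correlation for any list, at the same medians: the epidermal (1.54) and muscle genes (0.81) of Figure 9B, the collagens (0.52), the sarcomere list (0.31), the synaptic list (0.36) and the neurotransmitter list (0.33). The synaptic list also lost its call with DESeq2 (0.32) and with no filter beyond 1 count (0.31), and its median ranged from 0.21 to 0.51 with one library left out, with the call lost without control replicate 2 or *ztf-11* KD replicate 2 or 4. The neurotransmitter list lost its call with no filter beyond 1 count (0.29) and without control replicate 2 or *ztf-11* KD replicate 1 or 2, with medians from 0.23 to 0.41. The axon guidance list (0.020 to 0.17) gained a call without *ztf-11* KD replicate 4, and the neurodevelopment list (-0.21 to -0.040) without control replicate 3 or *ztf-11* KD replicate 3. The cause was not tested. The epidermal, muscle, collagen and sarcomere lists kept their direction and call in camera with DESeq2 and under each change of scaling, filter and library. With one library left out at a time their medians ranged from 1.30 to 1.96, 0.61 to 0.99, 0.34 to 0.80 and 0.18 to 0.47, each lowest without control replicate 2. No list or family changed the sign of its median between the 3 scalings.

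Of 576 values of the named genes under the alternatives, 513 kept their direction and side of the threshold, 58 passed it and 5 changed direction. Those that passed are the 11 epidermal and 5 muscle genes that DESeq2 called, which were the same with and without the prior and on transcripts with at least 1 count, and 10 of these 16 genes (6 epidermal, 4 muscle) with edgeR's likelihood ratio test, chosen after the data were seen. Those that changed direction were *col-158* (0.25 without control replicate 4, with a range from -0.61 to 0.25 across the fits that each left out one library), *unc-112* (-0.057 without control replicate 3 and -0.013 without *ztf-11* KD replicate 3, range -0.057 to 0.067) and *rpm-1* (0.063 without control replicate 1 and 0.0065 without control replicate 4, range -0.12 to 0.063). None of these 5 values passed the threshold. *unc-96* had too few counts to test.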

Differences from the paper's values

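The paper's count of changed genes is 419, and edgeR's quasi-likelihood test gave 0 transcripts, with 1832 at an unadjusted p under 0.05. The paper's Supplementary file 2 lists 420 transcripts past its threshold, 372 higher and 48 lower in *ztf-11* KD embryos once its fold changes, which are given as control over knockdown, are turned, against 0, 0 and 0 here. Of the alternatives set before the data were examined, DESeq2 closed these gaps, with 444 transcripts, 394 higher and 50 lower, and 414 of the 444 are among those past the threshold in Supplementary file 2. The paper's methods name DESeq2. Each of the other alternatives set before the data were examined gave at most 6 and did not. DESeq2 with its beta prior, chosen after seeing the values, gave 420 transcripts, 372 higher and 48 lower, all 420 of them past the threshold in Supplementary file 2, and its log2 fold changes differ from those of the file by at most 6.4e-05 over the 1999 transcripts compared. DESeq2 on transcripts with at least 1 count, also chosen after seeing the values, gave 435, with 386 higher and 49 lower. edgeR's likelihood ratio test, chosen after seeing the values, gave 259, with 237 higher and 22 lower, and did not close the gap. DESeq2 without single libraries, chosen after seeing the values, gave 344 without control replicate 2 and 314 without control replicate 1, within 1.5 times the paper's count, and values from 68 to 1685 without the others.

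The paper states that *ztf-11* was reduced by 72%, and the reduction was 74.5% in edgeR, 75.0% in DESeq2 and 71.8% with the beta prior, chosen after seeing the values.

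Figure 9B shows *col-158* among its most strongly raised collagens, and here *col-158* had a log2 fold change of -0.31 in edgeR and -0.34 in DESeq2. *col-159*, which the figure does not show and which was chosen after its values were seen, had a log2 fold change of 2.05 (adjusted p = 0.359 in edgeR and 0.015 in DESeq2). Figure 9B shows *unc-96* as raised, and its transcripts had means of 1.13 and 0 counts per library and were not tested. Figure 9B shows *snt-1* as lowered, and the transcript tested had a log2 fold change of 0.72. Figure 9B shows *mlc-3* among its weakly raised muscle genes, and here it had a log2 fold change of 0.81, the median of the muscle genes tested.

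The paper states that epidermal and muscle genes are enriched among the raised ones and that the epidermal genes of Figure 9B come from collagens with a significant change. edgeR called no transcript, so no enrichment among called transcripts could be computed from it, and of the genes of Figure 9B it called 0 of the 12 epidermal and 0 of the 11 muscle genes tested, with 11 and 10 at an unadjusted p under 0.05. DESeq2 called 11 epidermal and 5 muscle genes, the same numbers as in Supplementary file 2, and among its calls the collagens and the sarcomere list were enriched (adjusted p = 0.00077 and 0.024, Fisher's exact test). Fisher's exact test takes transcripts as independent, so for genes that vary together these p values overstate the evidence. edgeR's likelihood ratio test, chosen after seeing the values, called 6 and 4, and among its calls the collagens passed (0.0041) and the sarcomere list did not (0.315). With the axis of variation within the groups as a covariate, chosen after seeing the values, edgeR and DESeq2 each called 11 and 10. That axis was fitted to the same counts and takes up spread within the groups, so more calls are built in and are not added evidence. With the first principal component as a covariate, also chosen after seeing the values, edgeR called 6 and 0 and DESeq2 called 9 and 2, and DESeq2 called 540 transcripts in all. Supplementary file 2 lists *ztf-11* past the threshold, which edgeR did not reach here. DESeq2, edgeR with no filter beyond 1 count, and edgeR without control replicate 2 or 3 called it, as did the likelihood ratio test, DESeq2 with the beta prior or on transcripts with at least 1 count, and the fits with a covariate, all chosen after seeing the values.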

Other observations

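The tests on the main axis of variation as a cause of the calls and of the rise of the collagens, on mislabelled libraries, on the histone family, on transcripts without counts, and the counts of splits for the numbers of transcripts, their direction and the axis, were chosen only after the results were seen.

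The main axis of variation within the groups, the first principal component of the libraries' deviations from their group means, held 54.4% of that variance. Along it the lists of early genes (maternal and gastrula) had a median slope of -0.353. The later lists (intestine, sarcomere, epidermal genes of late embryos) had one of 0.21. The axis was pointed so that the later lists lie above the early ones, so their order was fixed in advance. A difference in embryonic age between cultures of one condition is a candidate for this axis. The list of epidermal genes of late embryos had a slope of -0.05 and does not follow the later lists as a whole. Library size is argued against as the cause, since position on the axis and total count had a Pearson r of 0.20 (exact permutation p = 0.623) and a Spearman rho of 0.12 (p = 0.793) over 8 libraries, and r was 0.20 without the 2 libraries farthest from the median total. *ztf-11* KD replicate 3, which lies among the control libraries on the first component, had 14.7 CPM of *ztf-11*, and control replicate 3, which lies among the *ztf-11* KD libraries, had 31.2, so each has the level of its own group and a swap of labels is argued against. The paper gives no batches, and none was tested.

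Across transcripts, which are not independent replicates, the difference between the conditions and the slope on this axis correlated with r = 0.609, so that 37.1% of the variance of the differences lies along it. In 14 of the 35 splits of the 8 libraries into 4 and 4 the correlation with the axis of the split was as large. Of the transcripts DESeq2 called higher, 98.1% rise along the axis, against 52.2% of all those tested. Their median log2 difference was 1.57, of which 0.52 lies along the axis and 0.97 is left. With the first principal component as a covariate DESeq2 called 540 transcripts, 249 higher and 291 lower, and 46.1% were higher, 198 of the 444 called without it among the 540. edgeR then called 191, with 54.97% higher. In DESeq2 with this covariate the median log2 fold change was 0.029 for the collagens, 0.27 for the muscle and 0.62 for the epidermal genes of Figure 9B and 0.16 for the sarcomere list, and in edgeR 0.046, 0.28, 0.62 and 0.16. This component also holds part of the difference between the conditions, so the covariate can remove an effect of the knockdown. With the axis within the groups as the covariate, which by its construction holds none of that difference, edgeR called 3546 transcripts, 2214 higher and 1332 lower (62.4% higher), among them 11 of the epidermal and 10 of the muscle genes of Figure 9B. This axis was fitted to the same counts, so these calls do not carry the error of the axis itself and are not a count of changed genes. A shared axis such as age is a candidate source of part of the excess of higher transcripts and remains a hypothesis. The same holds for the collagens, whose median log2 difference between the conditions was 0.54 and of which a median of 0.48 lies along the axis and 0.19 is left. The epidermal genes of Figure 9B had a difference of 1.63, with 0.69 along the axis and 0.89 left, and the muscle genes of 0.83, with 0.42 and 0.43. For the *nlp* neuropeptides the median difference was 0.72, with 0.52 along the axis and 0.19 left. For the transcripts DESeq2 called lower the shared axis is argued against as the source, since 61.4% of them rise along the axis.

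Other splits of the 8 libraries into 4 and 4 were fitted in the same way. As many transcripts with an unadjusted p under 0.05 in edgeR were found in 4 of the 35 splits, the real one included, and as many called by DESeq2 in 3 of 35. The split with the most sets control replicates 1, 2 and 4 and *ztf-11* KD replicate 3, the libraries below 0 on the first principal component, against the rest and gave 2907 calls in edgeR and 3858 in DESeq2. It keeps 3 libraries of each condition together and so also carries part of the difference between the conditions. The split that divides the libraries by their place on the axis within the groups, with control replicates 1 and 3 and *ztf-11* KD replicates 2 and 4 on one side, gave 0 and 528. As large a share of DESeq2's calls in one direction, 88.7% in the real split, was found in 12 of 35 splits, most of them with 40 calls or fewer. A split with 1 call is one-sided by construction, and a split without calls has no share. The count of 12 therefore cannot serve as a chance level. The split of control replicate 1 and *ztf-11* KD replicates 1, 2 and 4 against the rest gave 301 calls, 93.4% of them one way. It also keeps 3 libraries of each condition together. In the split with 528 calls, which has 2 libraries of each condition on each side, 92.6% went one way, so a share this one-sided also arises where the conditions are balanced. A camera p as small was found in 1 of 35 splits, the real one, for the epidermal genes of Figure 9B and in 1 of 35 for its muscle genes. The study picked the epidermal genes for their change in the real split. For the neuronal genes of Figure 9B it was found in 18 of 35, for the collagens in 11 of 35, for the sarcomere list in 2 of 35, for the synaptic list in 13 of 35, for the neurotransmitter list in 8 of 35, for the axon guidance list in 12 of 35 and for the neurodevelopment list in 19 of 35.

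An age difference between the conditions remains open as an explanation for more transcripts being higher than lower. The mean of later less early genes was 2.51 ± 0.45 in *ztf-11* KD and 1.64 ± 0.91 in control embryos (log2 CPM, SD, n = 4 each; exact permutation test, two-sided, p = 0.114). The later genes include the sarcomere list, whose rise is itself in question, so this score cannot separate age from that rise. A delay or advance of development by the knockdown itself and a difference in collection cannot be told apart, because the embryos were not staged in these data. More adult tissue in the *ztf-11* KD egg preparations was not seen, on few counts. The vitellogenins and *col-19* together had 0.457 ± 0.274 CPM in *ztf-11* KD and 1.11 ± 0.0934 in control embryos (SD, n = 4 each). Their most abundant member, *vit-5*, had means of 14.3 and 43.5 counts, and *col-19* of 1.5 and 0.5. *vit-2* and *vit-6* had 0 counts. Near-identical genes are measured only by the reads unique to each, so adult tissue is not excluded. Sperm genes had 2.20 and 2.15 CPM. No gene of these lists is on another list. A few abundant transcripts taking most counts is argued against by the share of the 10 most abundant, 5.13% to 6.20% in control and 5.72% to 5.92% in *ztf-11* KD libraries (exact permutation test, two-sided, p = 0.629), although the share of higher transcripts did fall to 53.2% with library totals alone.

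The other lists and families were tested in the same way, with camera's adjusted p over the 31 beside each median log2 fold change. Above 0 were the transthyretin-like genes (1.42, adjusted p = 9.9e-11, 41 of 42 higher), the neuropeptide families *nlp* (0.67, 6.5e-07, 51 of 61 higher) and *flp* (0.81, 8.7e-05, 23 of 25 higher), intestinal genes (0.73, 4.2e-06, 25 of 32 higher), C-type lectins (0.49, 0.00073, 69 of 99 higher), lysozymes (1.05, 0.027, 5 of 7 higher) and nuclear receptors (0.14, 0.0088, 48 of 156 lower). The intestinal list and the lysozymes share genes. Below 0 were genes of the gastrula (-0.54, 0.0026, 18 of 21 lower), maternal genes (-0.39, 0.0075, 23 of 26 lower), MuvB and corepressor genes (-0.35, 0.0022, 11 of 11 lower), germline genes (-0.29, 0.0088, 14 of 16 lower) and Hes and Notch genes (-0.43, 0.049, 11 of 12 lower). Not past the threshold were epidermal genes of late embryos (0.09, 0.304), transcription factors of body muscle (-0.28, 0.462), RNAi genes (-0.21, 0.132), stress genes (0.18, 0.25), sperm genes (-0.50, 0.462), cytochromes P450 (0.13, 0.664), glucuronosyltransferases (0.02, 0.694), F-box genes (0.18, 0.135) and chemoreceptors (0.17, 0.135). None of these lists and families passed in fry or in camera with an estimated correlation, where the smallest adjusted p over the 31 was 0.157 and 0.575. With the preset correlation, some of the camera results also depended on the processing. The chemoreceptors passed with DESeq2 (0.23, 0.044), and the Hes and Notch genes did not with counts summed per gene (-0.44, 0.053). Of all these lists 0 genes passed the threshold of edgeR's quasi-likelihood test over all transcripts, and DESeq2 called 7 of 32 intestinal genes, 3 of 7 lysozymes, 9.30% of the C-type lectins, 7 of 67 *nlp*, 2 of 25 *flp* and 5 of 45 transthyretin-like transcripts higher.

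Histone genes were lower in *ztf-11* KD embryos, with a median log2 fold change of -0.65 and 29 of 31 transcripts lower (adjusted p = 1.1e-10 in camera, 0.157 in fry). Their mean log2 CPM was 2.92 ± 0.24 in *ztf-11* KD and 3.62 ± 0.26 in control embryos (SD, n = 4 each), with every *ztf-11* KD library below every control library (exact permutation test, two-sided, p = 0.029). The shared axis is argued against as the cause, since the family has a median slope of -0.023 along it against a difference of -0.68 between the conditions. Histone genes have near-identical copies and only 31 of 74 transcripts could be tested, so unique mapping limits what was measured. Selection of poly(A) RNA and a change in dividing cells were not tested and stay open.

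Of protein-coding genes with 1 transcript in the counts, 8.5% had no count in any library, against 28.7% of those with 2, 28.5% with 3, 44.9% with 4 to 7 and 50.0% with 8 or more. This is consistent with reads shared by several transcripts of a gene having been left uncounted. It limits the neuronal lists, in which many genes have several transcripts.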
